# The type of carbon source not the growth rate it supports can determine diauxie in *Saccharomyces cerevisiae*

**DOI:** 10.1038/s42003-025-07747-z

**Published:** 2025-02-27

**Authors:** Yu Huo, Weronika Danecka, Iseabail Farquhar, Kim Mailliet, Tessa Moses, Edward W. J. Wallace, Peter S. Swain

**Keywords:** Fungal genetics, Biochemical networks

## Abstract

How cells choose between carbon sources is a classic example of cellular decision-making. Microbes often prioritise glucose, but there has been little investigation of whether other sugars are also preferred. Here we study budding yeast growing on mixtures of sugars with palatinose, a sucrose isomer that cells catabolise with the *MAL* regulon. We find that the decision-making involves more than carbon flux-sensing: yeast prioritise galactose over palatinose, but sucrose and fructose weakly if at all despite each allowing faster growth than palatinose. With genetic perturbations and transcriptomics, we show that the regulation is active with repression of the *MAL* genes via Gal4, the *GAL* regulon’s master regulator. We argue, using mathematical modelling, that cells enforce their preference for galactose through weakening the *MAL* regulon’s positive feedback. They do so through decreasing intracellular palatinose by repressing *MAL11*, the palatinose transporter, and expressing the isomaltases *IMA1* and *IMA5*. Supporting these predictions, we show that deleting *IMA1* abolishes diauxie. Our results demonstrate that budding yeast actively prioritises carbon sources other than glucose and that such priorities need not reflect differences in growth rates. They imply that carbon-sensing strategies even in model organisms are more complex than previously thought.

## Abstract (web summary)

A study on how budding yeast decides between carbon sources when growing on pairs of sugars suggests that cells can actively prioritise sugars other than glucose and that such priorities need not reflect differences in growth rates.

## Introduction

All cells respond to change. Understanding the strategies they use to do so is fundamental: we expect these strategies to be more deeply conserved than their biochemical implementations^1–3^, with different cell types realising the same strategy in different ways.

A classic example of decision-making is whether a cell consumes two available carbon sources either sequentially—often called diauxie^4^—or simultaneously. Both the bacterium *Escherichia coli* and the eukaryotic budding yeast *Saccharomyces cerevisiae*  prefer glucose over other carbon sources^5^, and at sufficient concentrations, cells specialise their physiology to its consumption. For budding yeast, cells both repress expression of genes for metabolising other carbon sources^6^ and remove any transporters for these carbon sources from the plasma membrane^7–10^. Yet apart from glucose, budding yeast can consume at least six other sugars^11^, and we know little about how or even whether cells discriminate between them.

We therefore do not have a clear picture of how budding yeast, one of the most studied eukaryotic cells, organise their carbon-sensing, a task that involves kinases conserved in metazoans^12^. Although much regulation is known to impose the cells’ preference for glucose, it is unclear if similar complexity exists to enforce a hierarchy of preferences for all pairs of sugars. Control might be more generic, perhaps through sensing of glycolytic flux as happens in *E. coli*^13,14^ or occurring passively through dilution because different sugars allow different growth rates^15^.

Here we systematically investigate budding yeast’s decision-making on two sugars focusing on pairs that do not include glucose (Fig. 1A). Cells import these sugars in two ways, via either hexose transporters or proton symporters^11^. If the same transporters import both sugars, the sugars may compete to bind the transporters^16^. We therefore chose pairs of sugars that require both types of import mechanisms, reasoning that such sugars are more likely to be independently regulated.

**Fig. 1:**
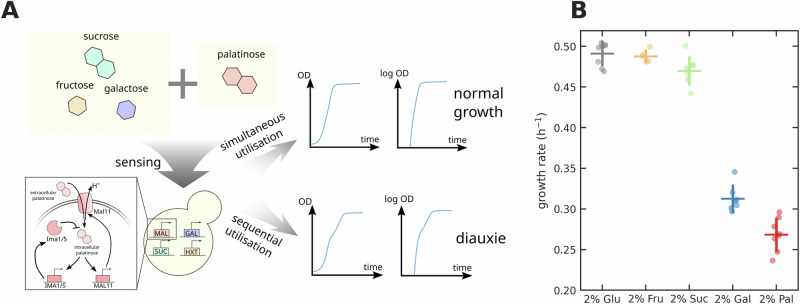
Cells either co- or sequentially consume two carbon sources and grow at different rates in single carbon sources. **A** We investigated whether cells of budding yeast exhibited diauxic growth, a hallmark of sequential consumption, in mixtures of palatinose with either fructose, sucrose, galactose, or, as a control, glucose. **B** Budding yeast has different mid-log growth rates on different sugars; palatinose supports the slowest growth. Specific growth rates in glucose, fructose or sucrose are significantly higher than those in galactose and palatinose (*p* < 10^−9^ using an independent samples t-test) and the rate in galactose higher than that in palatinose (*p* = 4.4 × 10^−4^). There are no significant differences between the growth rates of glucose, fructose, and sucrose (*p* > 1.7 × 10^−2^). Data are shown as mean  ± standard deviation of at least five biological replicates (dots).

For the sugar requiring proton symport, we focused on palatinose, a disaccharide of glucose and fructose (with an *α*-1,6 linkage), and a constituent of sugar cane and honey^17^. Palatinose is a substrate of the *MAL* regulon^17^ (Fig. 1A). The laboratory strain BY4741, and its prototrophic antecedent FY4, both grow on palatinose but not on the more studied maltose^17^, another disaccharide (two glucose molecules with an *α*-1,4 linkage) also imported by proton symporters. Palatinose is the only known substrate of these strains’ *MAL* regulons. The *MAL* regulon responsible has two transcriptional activators^18^, Mal13 and Znf1. These activators sense intracellular palatinose and induce expression of the *MAL11* palatinose transporter and two catabolic enzymes *IMA1* and *IMA5*^17^.

For the sugars requiring hexose transporters, we investigated fructose, galactose, sucrose (a disaccharide of glucose and fructose with an *α*-1,2 linkage) and, as a control, glucose^11^. Although these sugars support different growth rates (Fig. 1B), all feed upper glycolysis^19^. Cells convert glucose into glucose-6-phosphate, the entry point of glycolysis; fructose into fructose-6-phosphate, which is immediately downstream of glucose-6-phosphate; galactose into glucose-6-phosphate; and cleave palatinose and sucrose into their fructose and glucose constituents, palatinose intracellularly and sucrose predominately extracellularly.

We found that budding yeast has a sugar hierarchy beyond glucose. We observed diauxie in mixtures of galactose and palatinose, as well as for glucose and palatinose, but not in mixtures of fructose or sucrose with palatinose. Combining genetic perturbations and transcriptomics, we show that cells implement their preference for galactose both by repressing the expression of *MAL11*, encoding the palatinose transporter, and by expressing the isomaltases (*IMA1* and *IMA5*), the enzymes that catabolise palatinose. Our results point not towards generic carbon-sensing, but towards specific regulation that actively enforces a sugar hierarchy.

## Results

### Cells growing in galactose-palatinose mixtures show diauxie

We used plate readers to characterise the cells’ growth, measuring the optical density (OD) and for fluorescently tagged strains the fluorescence of cultures. With the omniplate software package^20^, we corrected for the nonlinear dependence of the OD on cell number^21^ and for autofluorescence^22^, used Gaussian processes to estimate growth rates over time^23^, and automatically extracted regions of exponential growth^24^.

We observed clear diauxic-like growth for galactose-palatinose mixtures, similar to the expected diauxie^6,25^ that we also saw in glucose-palatinose mixtures (Fig. 2A). Consistent with cells sequentially using the two sugars, the growth rate had two local maxima (Fig. 2B), likely because cells only expressed the *MAL* regulon once galactose was exhausted generating a lag^26^. The minimum in the growth rate between the two maxima divides the growth curve into two phases. For the first phase, the galactose concentration determined the amount of growth; for the second phase, the palatinose concentration determined growth. We found the OD of the culture, OD_switch_, at the local minimum of the growth rate over time (Fig. 2C). We then defined the yields for the two growth periods: the difference between OD_switch_ and the initial OD for the first; and the difference between the final OD and OD_switch_ for the second. The first growth yield linearly correlated with the galactose concentration and the second with the palatinose concentration (Fig. 2D), as they did too for glucose-palatinose diauxie (Fig. S1).

**Fig. 2:**
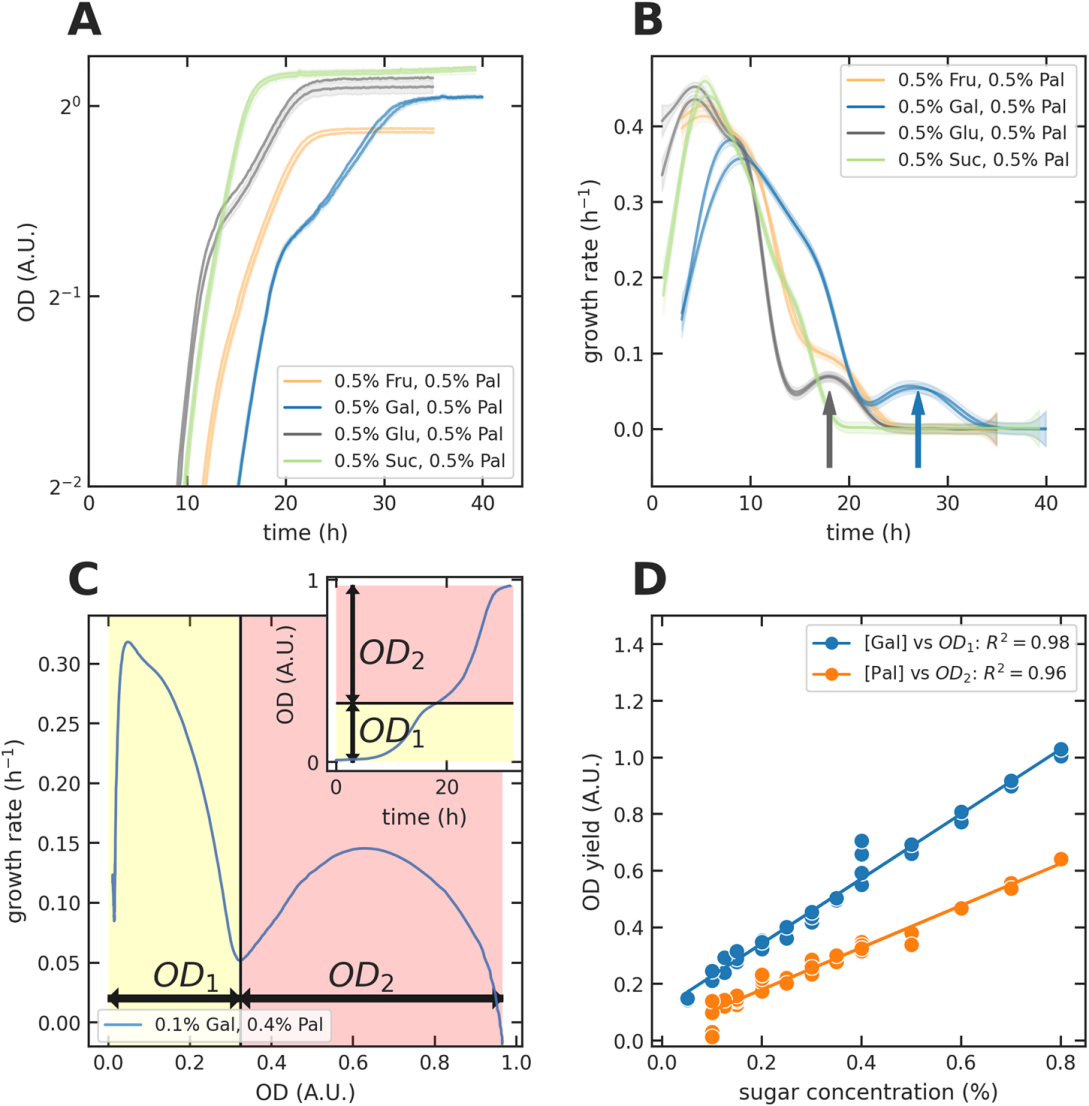
Cells consume galactose before palatinose. **A, B** We observed diauxie in the growth dynamics of the wild-type prototrophic strain (FY4) in galactose-palatinose mixtures, similar to that in glucose-palatinose mixtures. The arrows in **B** point to a second peak in the specific growth rate for these mixtures. We show two biological replicates for each set of concentrations; the shading gives the standard deviation of two technical replicates. **C** To quantify the OD yield of each growth phase, we found the local minimum of the specific growth rate between the two maxima. If this minimum marks the end of growth phase one and the beginning of growth phase two, then the OD yield of growth phase one (*OD*_1_) is the OD at the local minimum, which we denote *OD*_switch_, minus the initial OD, and the OD yield of growth phase two (*OD*_2_) is the difference between the final OD and *OD*_switch_. **D** In galactose-palatinose mixtures, the OD yield of growth phase one linearly correlated with galactose concentrations; the OD yield of growth phase two linearly correlated with palatinose concentrations. We found each data point using the method in **C**.

A characteristic feature of diauxic growth on glucose is that cells repress genes for catabolising other carbon sources^6^, and so we determined if the initial growth on galactose caused cells to repress the genes to catabolise palatinose. Cells use two isomaltase enzymes, Ima1 and Ima5, to cleave palatinose^17^. Focusing on *IMA5-GFP*, we observed that cells do repress *IMA5*, with levels of Ima5-GFP increasing only after the first phase of growth in galactose-palatinose mixtures (Fig. 3A). We confirmed this behaviour in single cells for *IMA1-GFP* (Fig. S2) and also that the galactose-palatinose diauxie depended neither on the sugar concentrations (Fig. S3) nor on the carbon source we used to pre-grow the cells (Fig. S4A--C). It was also not an artefact of cells consuming any ethanol or acetate generated by their growth on galactose (Fig. S4D).

**Fig. 3:**
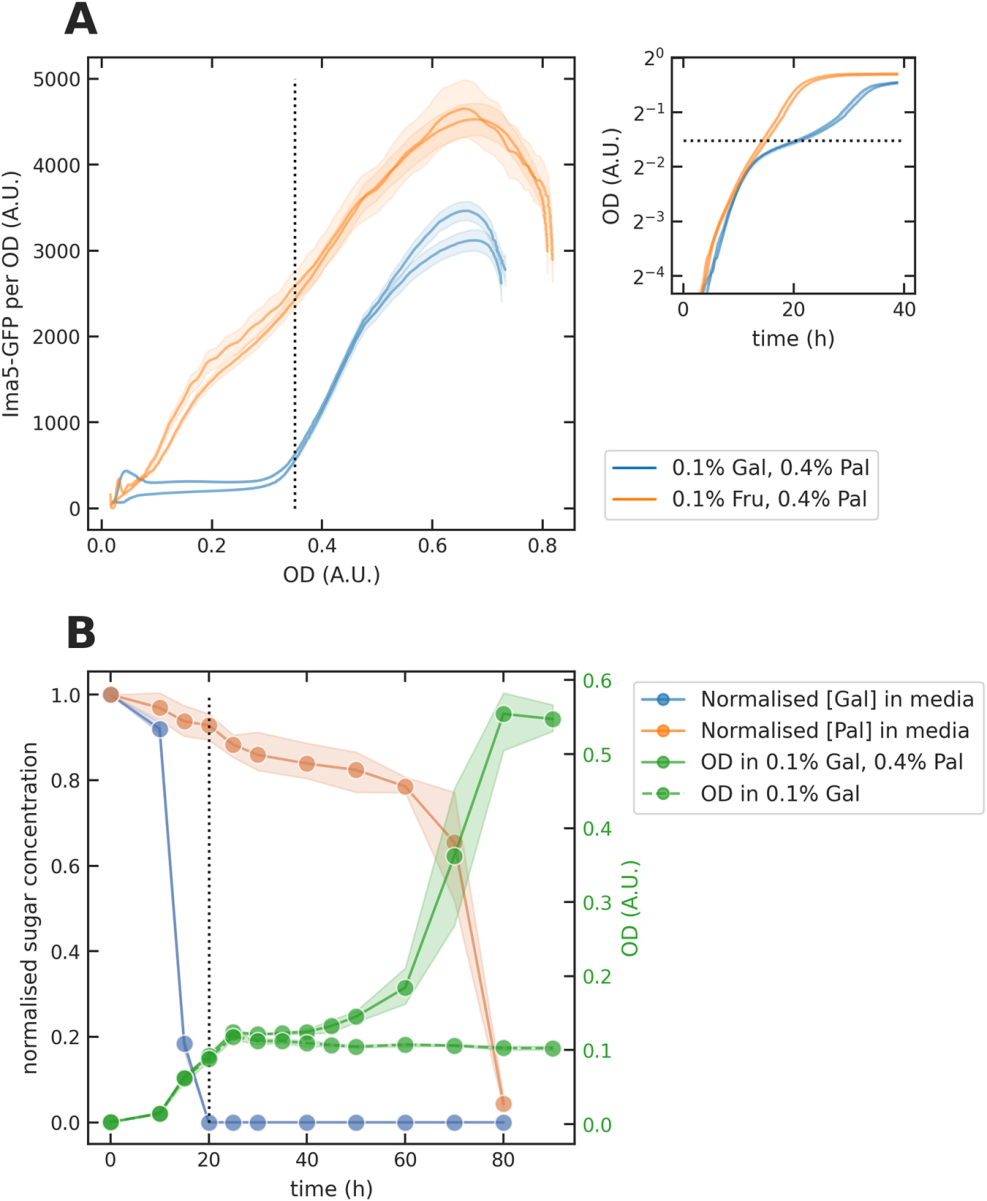
Extracellular palatinose decreases only after a delay in galactose-palatinose mixtures, and cells delay too in expressing isomaltases. **A** Cells expressed the isomaltase gene *IMA5* after a delay in galactose-palatinose, but immediately in fructose-palatinose mixtures. We show the level of isomaltase Ima5-GFP per OD as a function of OD in fructose- and galactose-palatinose mixtures for two biological replicates. Inset: the growth dynamics. The black dotted line marks the OD at which galactose is almost exhausted. **B** Metabolomics data confirmed that cells prioritise galactose over palatinose; the extracellular palatinose concentration only rapidly fell once extracellular galactose was exhausted. We measured the OD of the samples in a plate reader and the concentrations of extracellular galactose and palatinose by GC-MS, normalising by the values of the first time point (0 h). Each data point represents the mean of three biological replicates and the shaded area their standard deviation.

Finally we grew cells in flasks and measured the extracellular galactose and palatinose concentrations over time using metabolomics^27^ (Fig. 3B). The galactose vanished within 20 hours when approximately 90% of the palatinose was still present, and the palatinose concentration only quickly decreased during the second phase of growth.

Galactose enables faster growth than palatinose, but fructose and sucrose enable growth that is even faster and similar to that on glucose (Fig. 1B). Yet we observed no obvious diauxie in fructose-palatinose or sucrose-palatinose mixtures (Fig. 2A). There was only a single maximum in the growth rate and cells immediately expressed the isomaltases (Figs. 3A, S2C, & S5). Nevertheless, we suspect that the behaviour is more subtle than simultaneous consumption—a point we will return to in the Discussion—because for some concentrations we observed a ‘shoulder’ in the growth rate versus time (Figs. 2B fructose-palatinose & S5).

Our results suggest a specific mechanism generating the galactose-palatinose diauxie. The different behaviour in fructose- and sucrose-palatinose mixtures is inconsistent with a general carbon flux-sensing mechanism because these two sugars likely generate a higher glycolytic flux than galactose: they support faster growth and all three sugars feed glycolysis. The higher growth rates of fructose and sucrose also rule out passive control through dilution^15^, where the rate of division enabled by one sugar causes low intracellular levels of enzymes for another, because enzymes are so quickly passed onto daughter cells.

### Active Gal4 limits the use of palatinose

To investigate how intracellular galactose represses *MAL* genes, we constitutively activated the *GAL* regulon. In the presence of galactose, the master transcriptional regulator Gal4 induces expression of *GAL* genes; in the absence of galactose, Gal4 is inactivated by another transcription factor Gal80^28^. Deleting the *GAL80* gene therefore constitutively activates Gal4 and *GAL* gene expression^28^.

We observed that the *gal80Δ* strain either did not use or delayed using palatinose in both galactose- and fructose-palatinose mixtures (Fig. 4A, B). Focusing on the fructose-palatinose mixture where it is only the *GAL80* deletion that activates the *GAL* regulon, this delay vanished in a *gal80Δgal4Δ* mutant (Fig. S6A). Active Gal4 therefore likely prevented cells using palatinose.

**Fig. 4:**
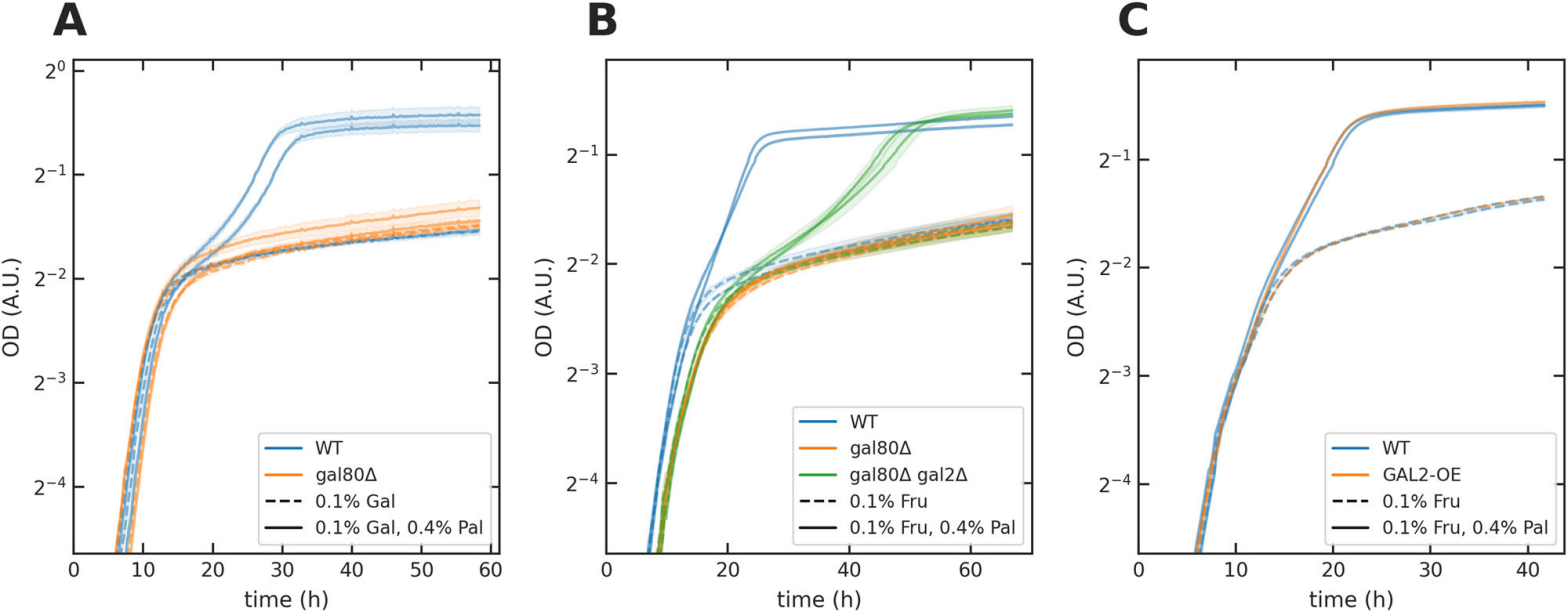
The Gal4 signal limits the use of palatinose. Using dashed lines to indicate single sugars and full lines to indicate mixtures, each curve represents one biological replicate; the shading shows the standard deviation of two technical replicates. **A** Compared to the wild-type, deleting *GAL80* limited growth in palatinose in galactose-palatinose mixture. **B** Deleting *GAL80* limited growth in palatinose in fructose-palatinose mixtures, which was partially alleviated by additionally deleting *GAL2*. **C** Over-expressing *GAL2* with the *CCW12* promoter (*GAL2-OE*) did not affect growth.

Gal4 induces the genes *GAL1*, *GAL7*, and *GAL10*^29^, and this expression could deplete intracellular resources, such as ATP and amino acids, preventing *gal80Δ* cells from expressing the *MAL* regulon in palatinose mixtures. Deleting the entire *GAL1-10-7* locus in the *gal80Δ* mutant, however, did not change its phenotype (Fig. S6B); intracellular resources are unlikely to be limiting.

Gal4 also induces expression of *GAL2*, which encodes galactose permease, a hexose transporter. Surprisingly, we found that deleting *GAL2* did allow the *gal80Δ* cells at least partially to consume palatinose (Fig. 4B), implying that Gal2 might hinder growth in palatinose. Over-expressing *GAL2* in otherwise wild-type cells leads to transcript levels similar to the *gal80Δ* mutant (Fig. S6C). This mutant, however, had no obvious phenotype (Fig. 4C).

Active Gal4 and *GAL2* therefore together impede cells from metabolising palatinose.

### Active Gal4 prevents *MAL11* induction

We next used RNA-seq to determine how a constitutively active Gal4 in the *gal80Δ* mutant alters gene expression. 

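The libraries came from the wild-type FY4, a prototrophic laboratory strain, and from a *gal80Δ* strain made in it, which lacks the protein that keeps Gal4 inactive when galactose is absent. Both strains were grown in 0.1% fructose and in 0.1% fructose with 0.9% palatinose, and were harvested at mid-log, 10 hours later (+10h) and 16 hours later (+16h). Each of the 12 groups had 3 biological replicates, A, B and C, which gave 36 libraries. The paper gives an initial OD of 0.005 for these cultures and the sample labels give 0.05. The libraries were made by priming on the poly(A) tail, so that reads mark the 3′ end of a transcript and a longer gene does not yield more of them. The authors aligned the reads and deposited the number counted on each of 5697 genes, without normalization.

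At mid-log, the total counts of the wild-type libraries ranged from 7210165 to 9685712 (median 8089332) in fructose and from 6716003 to 7262282 (median 7239603) in fructose-palatinose. Those of the *gal80Δ* libraries ranged from 8078051 to 9580871 (median 8800321) in fructose and from 10398566 to 11785148 (median 11289258) in fructose-palatinose. At +10h, the wild-type's ranged from 8460758 to 10097597 (median 9319489) and from 6571872 to 10420821 (median 9512495) in these media, and the mutant's from 6750242 to 7660281 (median 7530140) and from 7007948 to 8885168 (median 8366570). At +16h, the ranges were 7799335 to 9438095 (median 8203092) and 8362589 to 11471339 (median 8578331) for the wild-type, and 6020770 to 8139352 (median 7386792) and 7530831 to 8793981 (median 7793590) for the mutant. At these depths 3 counts correspond to between 0.255 and 0.498 CPM, a floor that covers counting error only.

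Counts were normalised by edgeR's TMM method, and 5479 genes passed its default filter on low counts. All 36 libraries entered a single quasi-likelihood fit with a coefficient for each group and no replicate block, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was taken as differentially expressed by the paper's thresholds, an absolute log2 fold change above 0.5 and an adjusted p-value below 0.05. CPM values were scaled to a library's total count. With library size alone in place of TMM, the median log2 fold change of all genes between the strains in fructose-palatinose was 0.14 at +10h and 0.14 at +16h, and with TMM it was 0.02 at both.

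The transcripts of *GAL80* check the strains' labels. They lay between 45.9 and 117 CPM in the 18 wild-type libraries and between 8.10 and 17.2 CPM in the 18 *gal80Δ* libraries, so that every mutant library was below every wild-type library. Those of *GAL1*, which Gal4 induces, lay between 19.3 and 73.3 CPM in the wild-type's libraries and between 6611 and 19461 CPM in the mutant's.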

We again chose to pair fructose with palatinose. To compare expression with and without active Gal4, we cannot use galactose, because it would activate Gal4 in the wild-type control, or glucose, because it would repress *GAL4* irrespective of Gal80’s presence^30^. Fructose however does not (Fig. S7A). With fructose, we know too that palatinose causes expression of the *MAL* regulon (Fig. 3A). We selected a fructose concentration that made the growth of the wild-type and *gal80Δ* strains as similar as possible to reduce confounding transcriptional changes generated by differing growth rates^31^. Both have an exponential growth rate of 0.36 h^−1^.

The *gal80Δ* deletion reduced the expression of the two isomaltase genes and the palatinose transporter, *MAL11* (Fig. 5A–C). 

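The table counts reads on *MAL11* (YGR289C) over chromosome VII from 1073738 to 1075838, on *IMA1* (YGR287C) over chromosome VII from 1066370 to 1069020 and on *IMA5* (YJL216C) over chromosome X from 24216 to 26111, all on the minus strand of the R64 reference. In fructose-palatinose at +16h, *MAL11* transcripts averaged 61.1 ± 0.105 CPM (SD, n = 3) in the wild-type and 16.8 ± 2.16 CPM in the *gal80Δ* strain. This difference is a log2 fold change of -1.98 (standard error 0.19, adjusted p = 5.4e-09 from edgeR's quasi-likelihood test). At +10h, the wild-type had 40.4 ± 3.52 CPM and the mutant 17.1 ± 3.70 CPM, a log2 fold change of -1.35 (standard error 0.19, adjusted p = 6.0e-06).

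*IMA1* differed more, with log2 fold changes of -2.55 at +10h (standard error 0.23, adjusted p = 8.5e-10) and -4.21 at +16h (standard error 0.25, adjusted p = 2.8e-14). For *IMA5*, they were -2.62 (standard error 0.15, adjusted p = 3.8e-14) and -3.48 (standard error 0.16, adjusted p = 1.1e-16). At mid-log, none of the 3 genes passed the thresholds, with log2 fold changes of 0.16 for *MAL11* (adjusted p = 0.713), 0.59 for *IMA1* (adjusted p = 0.0777) and -0.37 for *IMA5* (adjusted p = 0.0998).

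Across genes, the deviations of same-lettered cultures of the strains from their group means correlated by -0.240 at mid-log, 0.146 at +10h and -0.0349 at +16h. With the replicate letter as a block, the log2 fold changes at +10h and +16h were -1.35 (adjusted p = 1.5e-05) and -1.98 (adjusted p = 2.3e-08) for *MAL11*, -2.55 (adjusted p = 1.1e-09) and -4.23 (adjusted p = 8.0e-14) for *IMA1*, and -2.62 (adjusted p = 4.8e-13) and -3.48 (adjusted p = 2.3e-15) for *IMA5*. With each letter left out in turn, those of *MAL11* stayed between -1.52 and -1.14 at +10h and between -2.03 and -1.90 at +16h. Of the alternatives with all libraries, library size alone moved them most, to -1.23 and -1.86. *IMA1* shares 89.2% of its coding sequence with *IMA2*, but the last 300 bases of their counted intervals, where 3′ reads fall, share 44.0%.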

With palatinose (lighter colours), the transcripts of the isomaltases in both the wild-type (blue) and the *gal80Δ* (orange) strains increased by the mid-log time point, but those of the mutant stabilised while the wild-type’s kept increasing (Fig. 5B, C). In contrast, the mutant’s *MAL11* gene was never induced, unlike the wild-type’s (Fig. 5A).

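In fructose alone, *IMA1* transcripts averaged between 7.33 and 10.2 CPM in the wild-type and between 9.56 and 10.4 CPM in the *gal80Δ* strain over the 3 time points. Those of *IMA5* averaged between 4.63 and 5.43 CPM and between 4.40 and 5.25 CPM. With palatinose at mid-log, *IMA1* was at 222 ± 63.2 CPM (SD, n = 3) in the wild-type and 354 ± 83.6 CPM in the mutant, and *IMA5* at 174 ± 40.2 and 142 ± 7.33 CPM.

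From mid-log to +10h, *IMA1* in the wild-type rose to 2438 ± 125 CPM, a log2 fold change of 3.21 (standard error 0.24, adjusted p = 2.0e-12 from edgeR's quasi-likelihood test). *IMA5* rose to 569 ± 43.1 CPM, a log2 fold change of 1.46 (standard error 0.15, adjusted p = 2.0e-09). Scaled by library size alone, as the CPM values are, these rises were 3.46 for *IMA1* and 1.71 for *IMA5*. By +16h, the means were 3765 ± 468 and 723 ± 61.1 CPM. These later log2 fold changes, 0.64 for *IMA1* (adjusted p = 0.156) and 0.36 for *IMA5* (adjusted p = 0.275), did not pass the thresholds. When only the libraries of the groups compared entered the fit, that of *IMA1* was 0.64 with an adjusted p of 0.00755 and passed. With the culture (strain, medium and letter) as a block, a fit chosen after seeing the data, they were 0.64 (adjusted p = 0.200) and 0.36 (adjusted p = 0.341).

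In the *gal80Δ* strain, *IMA1* was at 453 ± 32.5 CPM at +10h, a log2 fold change of 0.07 from mid-log (adjusted p = 0.795), and at 219.8 ± 22.1 CPM at +16h, a log2 fold change of -1.03 from +10h (adjusted p = 0.00191). *IMA5* was at 100.2 ± 5.08 CPM at +10h, a log2 fold change of -0.80 (adjusted p = 3.3e-05), and at 70.0 ± 3.97 CPM at +16h, where its change of -0.50 (adjusted p = 0.0260) was just short of the fold threshold. The mutant's changes from mid-log to +10h depended on the scaling. By library size alone, they were 0.354 for *IMA1* and -0.504 for *IMA5*.

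The change from mid-log to +10h differed between the strains by -3.14 for *IMA1* (adjusted p = 4.6e-08) and by -2.25 for *IMA5* (adjusted p = 1.2e-08). That from +10h to +16h differed by -1.66 for *IMA1* (adjusted p = 0.00711) and by -0.86 for *IMA5* (adjusted p = 0.0824). Fitted with a replicate block, the earlier differences were -3.16 (adjusted p = 4.9e-08) and -2.25 (adjusted p = 4.9e-08), and the later ones -1.67 (adjusted p = 0.00651) and -0.86 (adjusted p = 0.0956). The later difference of *IMA1* was -1.62 without replicate A (adjusted p = 0.454) and -1.59 without replicate B (adjusted p = 0.294), and did not pass in either. That of *IMA5* was -0.85 with DESeq2 (adjusted p = 0.00254) and -0.84 with only the groups compared (adjusted p = 0.0220), and passed in both.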

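*MAL11* transcripts in the *gal80Δ* strain averaged 8.36 ± 1.52, 18.7 ± 1.52 and 14.7 ± 1.28 CPM (SD, n = 3) in fructose at mid-log, +10h and +16h, and 9.13 ± 1.79 CPM in fructose-palatinose at mid-log. The mutant's log2 fold changes from fructose to fructose-palatinose were -0.18 at +10h (standard error 0.20, adjusted p = 1.00 from edgeR's quasi-likelihood test) and 0.19 at +16h (standard error 0.20, adjusted p = 1.00). In the wild-type, *MAL11* averaged 7.20 ± 2.62, 14.1 ± 2.59 and 13.7 ± 0.964 CPM in fructose and 7.72 ± 0.718 CPM in fructose-palatinose at mid-log. Its log2 fold changes with palatinose were 1.63 at +10h (standard error 0.19, adjusted p = 6.8e-07) and 2.20 at +16h (standard error 0.20, adjusted p = 1.5e-09).

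Over time in fructose-palatinose, *MAL11* rose in the wild-type by 2.12 on the log2 scale from mid-log to +10h (standard error 0.21, adjusted p = 7.3e-10). It also rose in the mutant, by 0.62 (standard error 0.20, adjusted p = 0.00879). Scaled by library size alone, these rises were 2.38 in the wild-type and 0.91 in the mutant. Without replicate C, the mutant's rise was 0.46 (adjusted p = 0.144) and did not pass. The difference between these changes was -1.51 (adjusted p = 0.00137), and without replicate A it was -1.35 (adjusted p = 0.0942) and did not pass. From +10h to +16h, the change was 0.61 in the wild-type (adjusted p = 0.0926) and -0.01 in the mutant (adjusted p = 0.977). With DESeq2, the wild-type's was 0.60 with an adjusted p of 0.0412, and with only the groups compared it was 0.61 with an adjusted p of 0.00747, and both passed the thresholds.

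Same-lettered cultures of the media correlated in their deviations by -0.0323 at +10h and -0.123 at +16h in the wild-type, and by -0.151 and -0.0129 in the mutant. With the replicate letter as a block, the log2 fold changes with palatinose were 1.63 (adjusted p = 2.2e-06) and 2.20 (adjusted p = 7.7e-09) in the wild-type and -0.18 (adjusted p = 1.00) and 0.19 (adjusted p = 1.00) in the mutant. The changes from mid-log to +10h were 2.12 in the wild-type and 0.62 in the mutant with the block.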

**Fig. 5:**
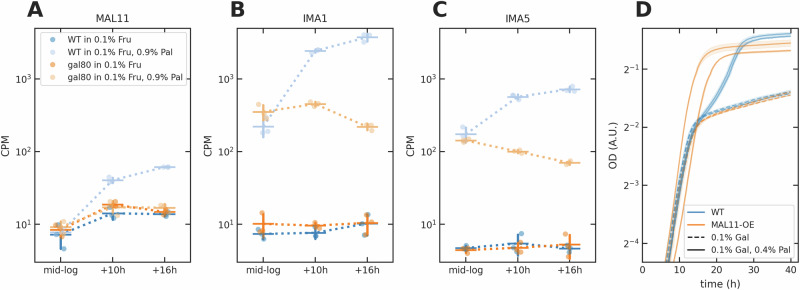
The Gal4 signal inhibits *MAL11* expression in palatinose. **A–C** The count per million reads (CPM) of *MAL11* (**A**), *IMA1* (**B**) and *IMA5* (**C)** transcripts. Data are shown as mean  ± standard deviation of three biological replicates (dots). **D** Over-expressing *MAL11* with the *CCW12* promoter (*MAL11-OE*) in the wild-type abolished the diauxie phenotype. We use dashed lines to indicate single sugars, full lines to indicate mixtures, and each curve represents one biological replicate; the shading shows the standard deviation of two technical replicates.

These results are consistent with active Gal4 repressing *MAL11*, either directly or indirectly, and so weakening the positive feedback in the *MAL* regulon. 

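The difference between the strains' responses to palatinose was tested as an interaction, the log2 fold change from fructose to fructose-palatinose in the *gal80Δ* strain minus that in the wild-type. For *MAL11*, it was -1.82 at +10h (standard error 0.27, adjusted p = 1.8e-04 from edgeR's quasi-likelihood test) and -2.01 at +16h (standard error 0.28, adjusted p = 2.3e-05). For *IMA1*, it was -2.93 at +10h (standard error 0.34, adjusted p = 1.3e-06) and -4.18 at +16h (standard error 0.34, adjusted p = 3.7e-10). *IMA5* had -2.48 (standard error 0.25, adjusted p = 9.1e-08) and -3.57 (standard error 0.25, adjusted p = 2.4e-11).

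Over the 6 comparisons of the media, the median correlation of same-lettered deviations was -0.0606. The block on replicate letters gave interactions of -1.81 (adjusted p = 4.2e-04) and -2.01 (adjusted p = 5.3e-05) for *MAL11*, -2.93 (adjusted p = 1.4e-06) and -4.21 (adjusted p = 5.1e-10) for *IMA1*, and -2.48 (adjusted p = 4.1e-07) and -3.57 (adjusted p = 1.5e-10) for *IMA5*. Without replicate A, that of *MAL11* at +10h was -1.64 with an adjusted p of 0.104 and did not pass.

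*MAL12*, the maltase gene next to *MAL11*, had interactions of -2.69 at +10h (standard error 0.22, adjusted p = 1.8e-09) and -3.83 at +16h (standard error 0.22, adjusted p = 2.5e-13). Its coding sequence is 99.5% identical to that of *MAL32*, and the last 300 bases of their counted intervals share 78.0%, so reads on these genes are not certain to be told apart. The activator gene *MAL13* had interactions of 0.26 (standard error 0.26, adjusted p = 0.672) and -0.22 (standard error 0.26, adjusted p = 0.815).

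From the transcripts of *MAL11* and the isomaltases in the strains, the paper proposes that active Gal4 represses *MAL11*, directly or indirectly, and so weakens the positive feedback of the *MAL* regulon.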

More intracellular palatinose activates *MAL11* expression via the palatinose-sensing *MAL* transcriptional regulators and so gives rise to more Mal11 transporters and so still more intracellular palatinose. With the low levels of Mal11 caused by active Gal4, however, we suspected that the mutant cells in a frucose-palatinose mixture imported enough palatinose to induce the isomaltase genes, but not enough to strongly induce *MAL11*’s expression. To test this hypothesis, we over-expressed *MAL11* in both the wild-type and the *gal80Δ* strains and reexamined the diauxie in a galactose-palatinose mixture. Both the diauxie in the wild-type (Fig. 5D) and the limited growth of the deletion mutant vanished (Fig. S8A), consistent with a *MAL* regulon that is more easily induced because of the higher intracellular palatinose concentrations generated by more Mal11.

### Mathematical modelling predicts that reduced *IMA* expression may abolish the galactose-palatinose diauxie

For the *MAL* regulon to activate the positive feedback through Mal11, the intracellular palatinose concentration should be high enough to drive *MAL11* transcription. We realised, however, that the isomaltases might prevent cells from reaching this strongly expressing state: if induced sufficiently early, the isomaltases may outcompete the regulon’s transcriptional activators for palatinose and weaken positive feedback by cleaving palatinose into fructose and glucose. A similar phenomenon may explain behaviour reported for maltose metabolism. There, cells over-expressing the maltase gene *MAL12* had a long lag in growth when switched from glucose to maltose^32^, likely because the high levels of Mal12 prevented cells inducing the genes for maltose transporters. 

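The effect of palatinose on the transcripts of *MAL11*, *IMA1* and *IMA5* was computed in each strain. In the *gal80Δ* strain, where Gal4 is active, palatinose raised *IMA1* by 5.51 on the log2 scale at +10h (standard error 0.27, adjusted p = 1.6e-15 from edgeR's quasi-likelihood test) and by 4.38 at +16h (standard error 0.26, adjusted p = 2.4e-13). It raised *IMA5* by 4.35 (standard error 0.18, adjusted p = 4.5e-17) and by 3.76 (standard error 0.18, adjusted p = 1.8e-15). In the wild-type, the increases were 8.45 and 8.56 for *IMA1* (standard errors 0.30 and 0.30) and 6.84 and 7.33 for *IMA5* (standard errors 0.19 and 0.20). In the fit with a replicate block, the mutant's increases were 5.51 and 4.38 for *IMA1* and 4.35 and 3.76 for *IMA5*.

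At mid-log, no difference between the strains' responses was detected for these genes, with interactions of -0.00 for *MAL11* (standard error 0.30), 0.14 for *IMA1* (standard error 0.33) and -0.25 for *IMA5* (standard error 0.25). At +10h and +16h, the responses differed. The interactions were -1.82 and -2.01 for *MAL11*, -2.93 and -4.18 for *IMA1* and -2.48 and -3.57 for *IMA5*. On the log2 scale, the isomaltases' responses were reduced by more than that of *MAL11*, though palatinose still raised them. In fructose without palatinose, the log2 fold changes of the *gal80Δ* strain against the wild-type were between 0.03 and 0.46 for *MAL11*, between -0.04 and 0.45 for *IMA1* and between -0.14 and 0.09 for *IMA5* over the 3 time points. The smallest of their adjusted p-values was 0.136, for *MAL11* at +10h, and 0.156 with the block. Same-lettered cultures of the strains in fructose correlated in their deviations by 0.0668, 0.0323 and -0.252 at the successive time points.

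**Figure D1:**
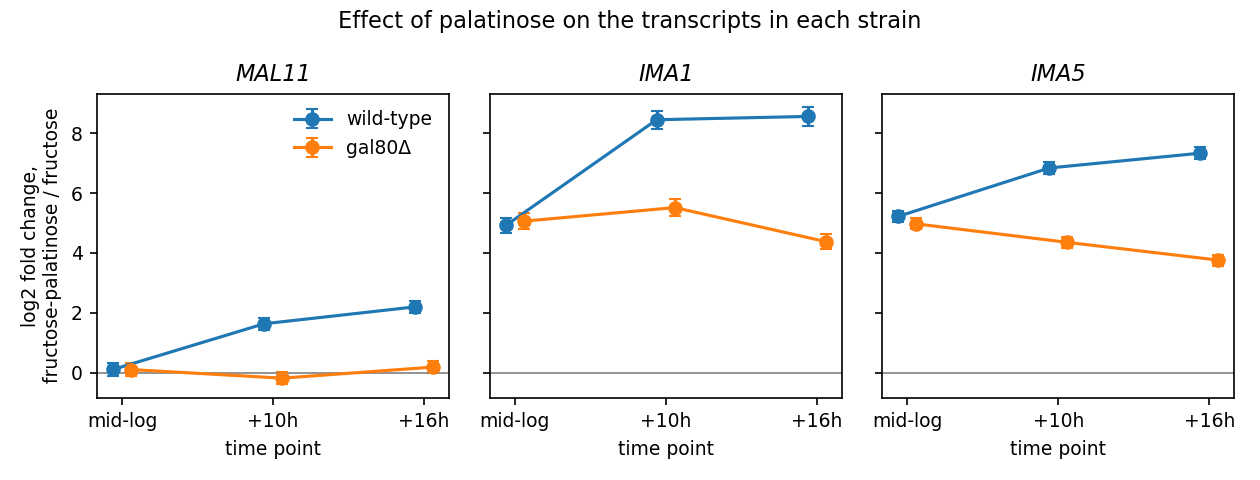
Log2 fold change of the *MAL11*, *IMA1* and *IMA5* transcripts from fructose to fructose-palatinose (vertical axis) at mid-log, +10h and +16h (horizontal axis) in the wild-type (blue) and the *gal80Δ* strain (orange), with points for the estimates from 3 libraries per group and bars for their standard errors. At +16h, *IMA1* is at 8.56 in the wild-type and 4.38 in the mutant.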

In our RNA-seq results, Gal4 inhibits the expression of *MAL11* but not the isomaltases *IMA1* and *IMA5* (Fig. 5A–C). We therefore wondered how important the expression level of the isomaltases might be for galactose-palatinose diauxie.

We first built a mathematical model of the *MAL* regulon with both positive and negative feedback (Fig. 6A): *MAL11* expression activates the transcriptional regulators by raising intracellular palatinose; *IMA1* and *IMA5* expression deactivates the regulators by lowering intracellular palatinose. We reduced the system to three variables by assuming that the activators rapidly dimerise and rapidly bind palatinose (Supplementary Note 1). Defining *p* as intracellular palatinose, *I* as the total levels of Ima1 and Ima5 together, and *T* as the levels of Mal11, we have three differential equations (Fig. 6A). We approximated isomaltase activity using the Michaelis-Menten equation^33^ and used Hill functions, modified with a basal rate *b*_*T*_ for *MAL11*, to describe gene expression. For simplicity, we used the degradation rate of *I* as the time scale and measured concentrations in units of the EC_50_ value, *K*_*I*_, of the Hill function for *IMA* expression. 

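At mid-log, the earliest time point of the RNA-seq, the log2 fold changes from fructose to fructose-palatinose in the wild-type were 4.92 for *IMA1* (standard error 0.27, adjusted p = 1.1e-14 from edgeR's quasi-likelihood test), 5.22 for *IMA5* (standard error 0.19, adjusted p = 4.1e-19) and 0.11 for *MAL11* (standard error 0.22, adjusted p = 1.00). In the *gal80Δ* strain, they were 5.06 (standard error 0.26, adjusted p = 5.6e-15), 4.97 (standard error 0.18, adjusted p = 1.3e-18) and 0.11 (standard error 0.21, adjusted p = 1.00). The 12 libraries at mid-log held between 37 and 113 counts of *MAL11*, which limits the precision of its values. Same-lettered cultures of the media correlated in their deviations by 0.490 in the wild-type and by -0.0890 in the mutant. With the replicate letter as a block, the log2 fold changes of *IMA1*, *IMA5* and *MAL11* were 4.91, 5.22 and 0.11 in the wild-type and 5.09, 4.97 and 0.10 in the mutant. With each letter left out in turn, that of *MAL11* in the wild-type lay between -0.13 and 0.39.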

We imposed *K*_*T*_ > *K*_*I*_, so that cells express *IMA1* and *IMA5* before *MAL11* (Fig. 5A–C). The rate *d*_*T*_ models Mal11’s degradation, and *v*_*T*_ is the palatinose import rate, which increases with extracellular palatinose. We consider the regulon, and cells, to be ON if the steady-state intracellular palatinose *p* is greater than *K*_*T*_: then there is sufficient *p* to induce *MAL11* expression, increasing palatinose import and strengthening the positive feedback. Our model is similar to a recognised network motif with coupled positive and negative feedback^34,35^, although we assume that the negative feedback occurs for lower values of *p* than the positive feedback because *K*_*T*_ > *K*_*I*_.

**Fig. 6:**
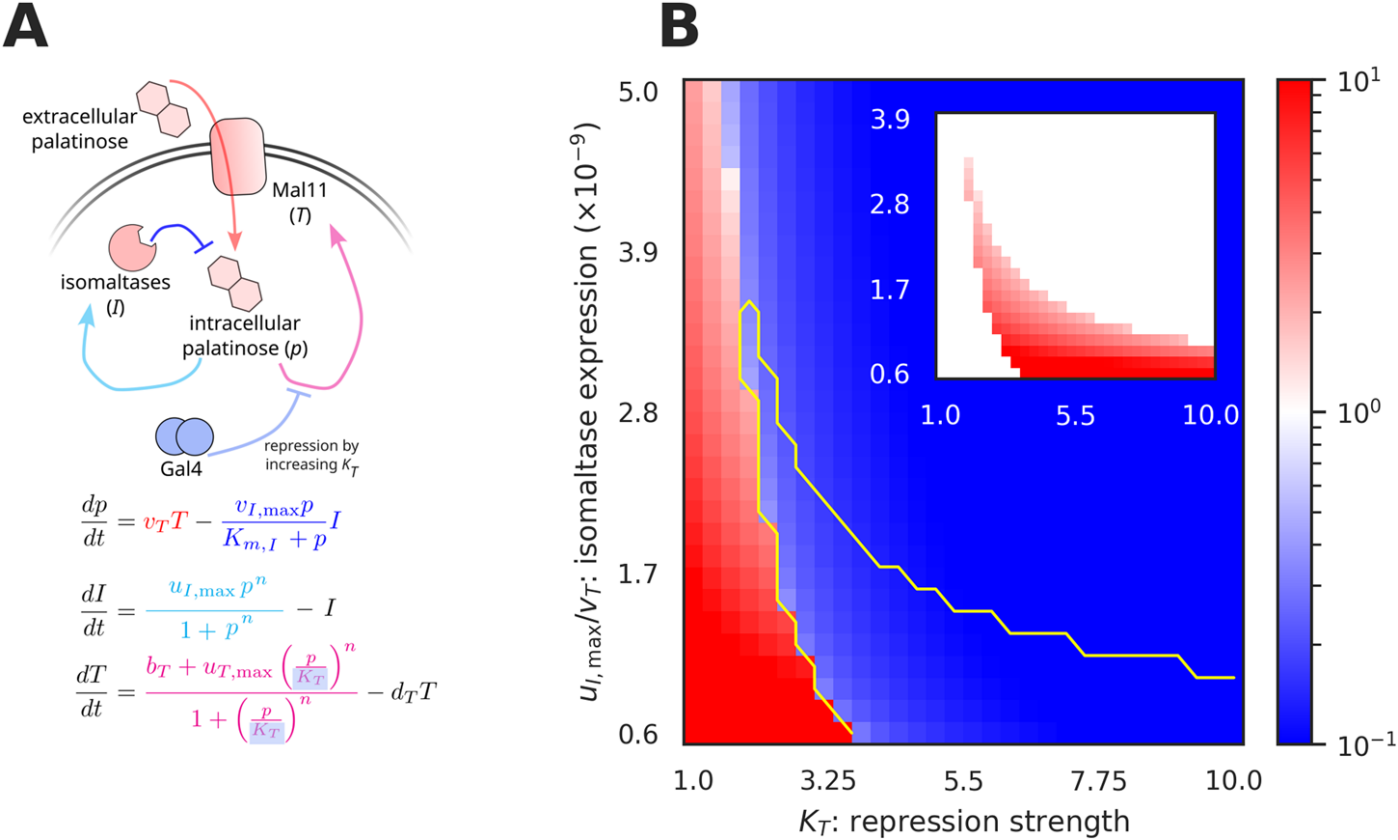
Mathematical modelling shows that galactose-palatinose diauxie depends on the levels of the isomaltases. **A** Three ordinary differential equations model the *MAL* regulon. The state variables are the concentrations of intracellular palatinose (*p*), isomaltases (*I*) and Mal11 transporter (*T*). The colours of the arrows match the corresponding terms in the equations. The presence of extracellular galactose increases *K*_*T*_. **B** The steady-state *p*/*K*_*T*_ value (colour bar) as a function of the repression strength, *K*_*T*_, and the ratio of maximal *IMA* expression to the palatinose import rate, $${u}_{I,\max }/{v}_{T}$$. We define the system to be ON if *p*/*K*_*T*_ > 1 (red). The yellow contour marks a bistable region; the inset shows the value of *p*/*K*_*T*_ at the high steady state and the main figure the value at the low steady state. The wild-type strain has diauxie: it has a low *K*_*T*_ and is ON (red) in the presence of extracellular palatinose; adding extracellular galactose increases *K*_*T*_ sufficiently for the strain to be OFF. Parameter values are in Table S6; Hill number *n* = 3. The ratio $${u}_{I,\max }/{v}_{T}$$ has a minimal value to prevent any steady states with infinite *p*, which we presume evolution avoids.

We performed bifurcation analysis on two parameters: the EC_50_ of *MAL11* expression, *K*_*T*_, and the ratio of the maximal expression rate of the isomaltases to the palatinose import rate, $${u}_{I,\max }/{v}_{T}$$. We considered a Hill number *n* = 3 (Fig. 6B), as well as *n* = 2 and *n* = 4 (Fig. S9). This analysis revealed three regions (Figs. 6B, S9): an ON region (red); an OFF region, where *p* < *K*_*T*_ (blue); and a bistable region, where one stable solution is OFF and the other ON.

To model galactose-palatinose diauxie, we let galactose repress *MAL11* by increasing *K*_*T*_, assuming that an unknown *GAL*-induced repressor competitively binds to the *MAL11* promoter (Fig. 6A). Without extracellular galactose but with palatinose, the wild-type strain is ON with a small *K*_*T*_ (Fig. 6B left). With extracellular galactose, the cells are OFF because of the *GAL*-increased *K*_*T*_ (Fig. 6B right). Depending on $${u}_{I,\max }/{v}_{T}$$, the larger *K*_*T*_ causes cells to be either OFF or in the bistable region. Even when bistable, however, they remain OFF, being locked in the low steady state because of hysteresis: in the absence of extracellular palatinose, intracellular palatinose is low, and cells approach the bistable region from low steady-state *p*. The wild-type cells therefore exhibit diauxie, being OFF when extracellular galactose increases *K*_*T*_.

Our modelling also predicted that if the *GAL*-induced increase in *K*_*T*_ is not too large (*K*_*T*_ ≤ 3.4), a mutant strain with decreased *IMA* expression, and so smaller $${u}_{I,\max }/{v}_{T}$$, may become ON despite the *GAL*-increased *K*_*T*_ (moving vertically from the blue to the red region in Fig. 6B). This strain should not have galactose-palatinose diauxie. The loss of one copy of the *IMA* genes might generate such a mutant.

### Loss of *IMA1* abolishes the galactose-palatinose diauxie

To test the model’s predicted sensitivity of diauxie, we deleted one of the *IMA* genes, which we expected might switch ON the *MAL* regulon even in the presence of both extracellular galactose and palatinose.

We found that *ima1Δ* cells did lose diauxie in galactose-palatinose mixtures (Fig. 7A, B). Although *ima5Δ* cells did not (Fig. S8C), this behaviour remains consistent with isomaltase-induced negative feedback because deleting *IMA1* likely decreased isomaltase concentrations more than deleting *IMA5*: in palatinose, *IMA1*’s transcript levels are five-fold higher than *IMA5*’s (Fig. 5B, C) and their products, Ima1 and Ima5 proteins, have a similar *k*_cat_ and *K*_*M*_^33^. 

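The ratio of *IMA1* to *IMA5* transcripts was computed in each fructose-palatinose library from their CPM, and being from 3′ counts it does not depend on the lengths of the genes. In the wild-type, it was 1.27 ± 0.108 (SD, n = 3) at mid-log, 4.29 ± 0.113 at +10h and 5.26 ± 1.04 at +16h. The libraries at +16h had ratios of 5.76, 5.97 and 4.07. In the *gal80Δ* strain, the ratio was 2.48 ± 0.464 at mid-log, 4.52 ± 0.212 at +10h and 3.14 ± 0.224 at +16h. From the summed counts of the 3 libraries, the ratio in the wild-type at +16h was 5.08, and in every group this ratio was within 1 SD of the mean.

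**Figure D2:**
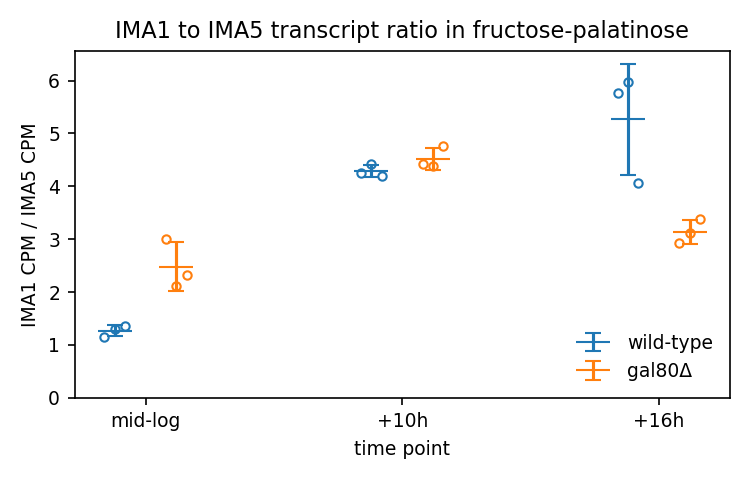
Ratio of *IMA1* to *IMA5* CPM (vertical axis) in each fructose-palatinose library (circles) at the 3 time points (horizontal axis), with the mean and SD of the 3 libraries, for the wild-type (blue) and the *gal80Δ* strain (orange). The wild-type's mean is 1.27 at mid-log and 5.26 at +16h.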

Without *IMA1*, cells likely have such low levels of isomaltase that the intracellular palatinose concentration is high enough to generate positive feedback even with the *GAL*-repressed *MAL11*. Supporting this interpretation, we found that a *gal80Δima1Δ* strain in galactose-palatinose mixtures lost the limited growth of the *gal80Δ* strain (Fig. S8B) and that deleting *IMA1* decreased the lag and increased the growth rate in palatinose compared to the wild-type strain (Fig. 7C), likely because of greater palatinose import through a more easily activated *MAL* regulon.

**Fig. 7:**
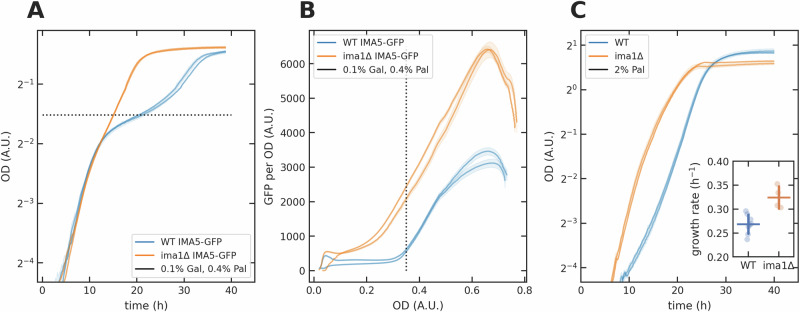
The preference of galactose over palatinose results from both repression by *GAL* and early expression of the isomaltases. In each panel, each curve represents one biological replicate; the shading shows the standard deviation of two technical replicates. **A, B** Deleting *IMA1* from the wild-type strain abolished diauxie in galactose-palatinose mixtures. The black dotted line marks the OD at which galactose was almost exhausted. **C** Deleting *IMA1* decreased the lag and increased the growth rate in 2% palatinose (*p* = 1.4 × 10^−3^ using an independent samples t-test); see inset: data are mean  ± standard deviation of at least four biological replicates.

Our results show that losing one of the isomaltase genes, *IMA1*, abolishes the galactose-palatinose diauxie, and indicate that the negative feedback through the isomaltases can control diauxie, rather than the positive feedback seen in other systems^36^.

## Discussion

We have shown that budding yeast prioritises sugars other than glucose, consuming galactose before palatinose. This finding supports early foundational work that suggested galactose might be preferred over maltose^37^. We demonstrated that cells actively impose their preference, partly through the transcriptional regulator Gal4.

Our findings challenge current understanding. Although they are consistent with the observation that cells undergoing diauxie prioritise the carbon source allowing faster growth^38^, they are inconsistent with its converse. Both fructose and sucrose enable faster growth than palatinose (Fig. 1B), and faster growth than galactose, yet we observe no hallmarks of diauxie for cells growing in mixtures of either sugar with palatinose (Fig. 2A, B). Our results suggest further that cells prioritise carbon sources neither passively through dilution nor by a flux-sensing mechanism alone because faster growth typically implies a faster glycolytic flux, at least in different glucose concentrations^39^.

Cells likely combine a general flux-sensing mechanism, perhaps through the SNF1 kinase complex, yeast’s AMP kinase, and protein kinase A^40^, with targeted regulation specific to particular carbon sources. There is some evidence of this targeted regulation despite it being little studied. Both galactose^41^ and fructose^42^ repress the *SUC2* gene, which encodes for the invertase enzyme used to metabolise sucrose and raffinose. Galactose also represses *CYB2*^43^, an oxidoreductase used to metabolise lactate.

It is difficult to understand the origin of the different cellular behaviours in either glucose, fructose, or sucrose with palatinose. All three sugars allow similar growth rates (Fig. 1B), yet for these sugars we saw classic diauxie only for glucose-palatinose mixtures (Fig. 2A, B). For some concentrations of fructose and palatinose and less often for sucrose and palatinose, we observed a ‘shoulder’ in the growth rate over time (Fig. 2B, Fig. S5). Given that the OD in the mixtures is often initially indistinguishable from the OD on fructose or sucrose alone (Figs. 4B wild-type data & S5) and that cells immediately express the isomaltases in both mixtures (Figs. 3A & S5), these enzymes may at first be partially inactivated, perhaps allosterically or in some other way. Cells would then generate the growth-rate shoulder when they re-activate the enzymes, presumably when the fructose or sucrose concentration drops sufficiently. A similar phenomenon occurs in glucose-galactose mixtures where some cells express *GAL* enzymes but do not consume galactose^44^.

How cells might mechanistically recognise the different sugars and distinguish a higher concentration of one from a lower concentration of another is also puzzling because all enter glycolysis. One possibility is through extracellular sensing. The hexose sensors Snf3 and Rgt2 likely have different affinities for different hexoses^45^ and the G-protein coupled receptor Gpr1 favours sucrose over glucose^46,47^. Another possible mechanism is through the glycolytic enzyme hexose kinase 2, whose phosphorylation state changes in different carbon sources^48^.

Our results suggest that galactose prevents palatinose metabolism by inhibiting positive feedback in the *MAL* regulon (Fig. 8). As cells consume galactose, they activate Gal4 and repress *MAL11*, the palatinose transporter. This repression together with early expression of the isomaltases, *IMA1* and *IMA5*, prevents intracellular palatinose reaching sufficient concentrations to induce higher expression of *MAL11*. As cells exhaust galactose, however, Gal80 inactivates Gal4, and Gal4’s repression of *MAL11* lifts, import of palatinose increases, and positive feedback strengthens.

**Fig. 8:**
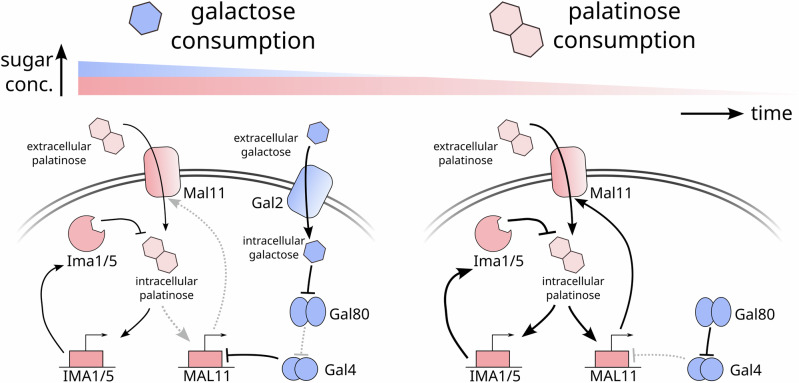
Cells use an active, specific mechanism to implement galactose-palatinose diauxie. Initially they consume galactose (left). Active Gal4 indirectly represses *MAL11*. This repression together with the negative feedback through Ima1 and Ima5 reduces intracellular palatinose concentrations, weakening positive feedback in the *MAL* regulon (greyed out arrows). When galactose runs out (right), Gal80 inactivates Gal4. The repression on *MAL11* lifts, and the higher levels of the Mal11 transporters increase intracellular palatinose, further activating *MAL11*. Positive feedback in the *MAL* regulon strengthens and becomes self-reinforcing, and cells consume palatinose.

Prioritising activation of the isomaltase genes may have been selected to prevent excessive intracellular palatinose. Maltose, another substrate of the *MAL* regulon, is toxic at high intracellular concentrations and inhibits translation^49^. Its import, like palatinose’s, uses the proton-motive force and so may be deleterious through draining cellular energy^50^.

The *MAL* regulon’s characteristics allow flexibility in the decision-making: we showed that the loss of the *IMA1* gene abolishes diauxie. 

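In the R64 reference, the interval counted for *IMA1* ends 21920 bp from the right end of chromosome VII, which is 1090940 bp long. Between it and that end lie *MAL13* (YGR288W), from 1070205 to 1072304, then *MAL11*, which ends 15102 bp from the end, and *MAL12* (YGR292W), from 1076574 to 1078715. *IMA5* starts 24215 bp from the left end of chromosome X. *MAL32* (YBR299W), a paralog of *MAL12* on chromosome II, lies from 805319 to 807436 and ends 5748 bp from the right end. *ZNF1* (YFL052W) starts 28231 bp from the left end of chromosome VI. *GAL1* (YBR020W), in comparison, starts 278995 bp from the nearer end of chromosome II.

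**Figure D3:**
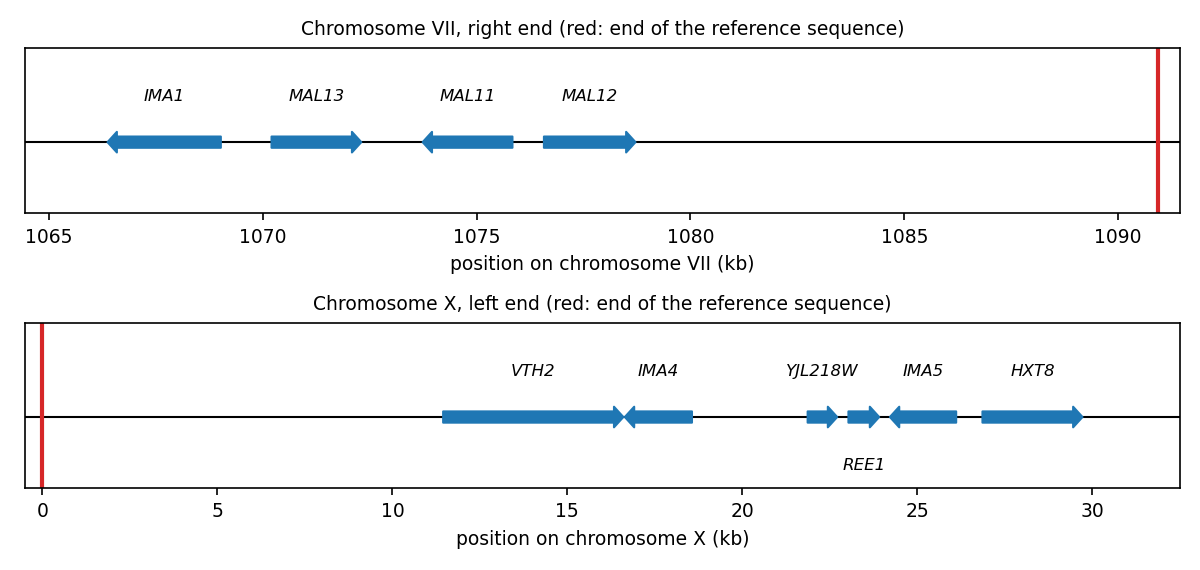
Intervals counted for the genes named near the right end of chromosome VII (top) and for *IMA5* and some of its neighbours near the left end of chromosome X (bottom), to scale, with position in kb on the horizontal axis, arrows in the direction of transcription and red lines at the ends of the reference sequence. *IMA1* ends 21920 bp and *MAL11* 15102 bp from the end of chromosome VII.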

*IMA1*, like most *MAL* genes, is near the telomeres, where gene loss and duplication are common^17^. On only short evolutionary timescales cells might therefore be able to switch between co- and sequential consumption.

We do not know how active Gal4 represses *MAL11*. 

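In fructose-palatinose, 128 genes differed between the *gal80Δ* strain and the wild-type in the same direction at all 3 time points, 68 higher and 60 lower in the mutant. In fructose, the number was 65, 31 higher and 34 lower, and 43 genes did so in both media, 25 higher and 18 lower. These splits depended on the scaling, and with library size alone they were 106 and 25 in fructose-palatinose, 32 and 16 in fructose, and 26 and 9 in both. With the replicate letter as a block, the numbers were 140, 72 and 47, where the median correlation of same-lettered deviations over the 6 comparisons of the strains was -0.00133. Without replicate B, they were 30, 22 and 18.

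All 12 known targets of Gal4 were among those changed in both media, 11 of them higher and *GAL80* lower, with the block also. *GAL80* is the deleted gene, so its fall follows from the strain and says nothing of Gal4. The genes raised most, ranked by the smallest change in any of the 6 comparisons, were *GAL7* (7.75 on the log2 scale), *GAL10* (7.54), *GAL1* (7.53), *GAL2* (6.89) and *GAL3* (3.23). In fructose-palatinose at +16h, *GAL1* had a log2 fold change of 8.85 (standard error 0.48, adjusted p = 4.8e-15 from edgeR's quasi-likelihood test). The targets *FUR4*, *GCY1*, *LAP3*, *MTH1*, *PCL10* and *PGM2* were all higher. The transcripts of *GAL4* itself had a log2 fold change of 0.44 (standard error 0.17, adjusted p = 0.0735).

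The genes lowered most were *HXT4*, *GAL80* (the deleted gene), *AAH1*, *HAS1* and *ALB1*. In fructose-palatinose at +16h, *HXT4* had a log2 fold change of -3.09 (standard error 0.30, adjusted p = 3.6e-09). It was lower at all 3 time points in both media, and *HXT2* and *HXT7* were in fructose. *HXT7* has a close paralog, *HXT6*, so reads on it are not certain to be its own. The 12 hexose transporter genes tested include *GAL2*, which was higher, so they did not all fall. In fructose-palatinose, 2 passed as higher and 6 as lower at +10h, and likewise at +16h. Their median log2 fold changes in this medium were -0.08, -0.70 and -0.57 at mid-log, +10h and +16h. The adjusted p-values were 0.182, 9.0e-04 and 1.1e-04 from camera, which compares a list with all other genes. In fructose, the medians were -0.10, -0.98 and -0.45, with adjusted p-values of 0.200, 0.00371 and 9.0e-04. With library size alone, the median in fructose-palatinose at mid-log was 0.01, which is -0.08 relative to all genes. With the block, the medians were -0.08, -0.70 and -0.60 in fructose-palatinose and -0.10, -0.95 and -0.45 in fructose. Without replicate B, the adjusted p-values at +10h were 0.181 in fructose-palatinose and 0.186 in fructose, and that at +16h in fructose was 0.395, so that these 3 medians no longer passed. Without replicate C, those at mid-log were 0.00219 and 0.00323, and passed.

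The 174 ribosome biogenesis genes tested had median log2 fold changes of -0.60, -0.47 and -0.57 in fructose-palatinose, with adjusted p-values of 2.3e-39, 8.4e-17 and 1.7e-22, and of -0.55, -0.35 and -0.57 in fructose, with adjusted p-values of 2.7e-37, 1.1e-15 and 1.2e-36. When camera estimated the correlation between genes from the data in place of 0.01, the adjusted p-values were 0.0206, 0.115 and 0.0706 in fructose-palatinose and 0.0206, 0.120 and 0.0206 in fructose. With the block, the medians were -0.60, -0.47 and -0.57 and -0.54, -0.36 and -0.59.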

Although Gal4 is reported to directly regulate only 12 genes^51,52^, our transcriptomic data imply that it affects the expression of a larger set, including the hexose transporters and genes controlling ribosome biogenesis (Fig. S10C & D), as well as the *GAL* regulon and other known non-*GAL* targets^51–53^. None of these genes, however, are transcription factors whose expression Gal4 could promote to repress *MAL11*, perhaps suggesting that it is Gal4 itself that represses.

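A list of 187 transcription factors, written from general knowledge, was searched for genes higher in the *gal80Δ* strain at all 3 time points. It was not checked against an annotation, so a listed gene need not be a transcription factor. Of the 181 tested, 4 passed in fructose-palatinose, *CAT8*, *GAL3*, *MTH1* and *USV1*, and 3 in fructose, *GAL3*, *MTH1* and *USV1*. With p-values adjusted over the list alone, the numbers were 4 and 3. *GAL3* and *MTH1* are among the known targets of Gal4. In fructose-palatinose, *USV1* had log2 fold changes of 0.96 at mid-log (standard error 0.19, adjusted p = 0.00171 from edgeR's quasi-likelihood test), 1.49 at +10h (standard error 0.18, adjusted p = 2.7e-07) and 1.32 at +16h (standard error 0.18, adjusted p = 2.3e-06). Those of *CAT8* were 0.79 (standard error 0.15, adjusted p = 6.8e-04), 0.56 (standard error 0.14, adjusted p = 0.00556) and 0.56 (standard error 0.14, adjusted p = 0.00707). Besides *GAL80*, the deleted gene, the listed genes lower at all 3 time points were *MIG2* and *TYE7* in fructose-palatinose and *TYE7* in fructose. In fructose-palatinose, 5 were higher with the replicate letter as a block, 6 with DESeq2 and 2 without replicate B, *GAL3* and *MTH1*.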

A puzzling discovery is that deleting *GAL2*, the gene for galactose permease, partly alleviated the effects of constitutively activating Gal4, allowing *gal80Δ* cells to re-consume palatinose in galactose-palatinose mixtures (Fig. 4B). Similarly, slow growth of a *gal80Δ* mutant in raffinose is partly lifted by deleting *GAL2*^54^. Perhaps removing *GAL2* affects expression of nearby non-coding RNAs in the genome, such as the overlapping ncRNA *SUT692*^55^, although its function is still unknown.

Our results suggest that budding yeast’s preference for glucose is not unique and that cells actively regulate to enforce preferences for other sugars, such as galactose. We do not understand why cells prioritise galactose and glucose over palatinose more than they do fructose or sucrose despite cells growing faster on fructose and sucrose than they do on galactose. This behaviour suggests that cells do more than maximise growth rates, even in laboratory conditions. Active regulation is presumably necessary because of intracellular constraints^56^, but why these constraints should become alleviated in fructose and sucrose is unclear. Perhaps some of the behaviours we see are under only weak selection because yeast rarely encounter the corresponding combinations of sugars in the wild. More generic regulatory mechanisms may then suffice^57^, such as control by SNF1 kinase and the repressor Mig1^11^. Alternatively, for some sugars, competition may be fiercer than others, and so cells prioritise these sugars in an effort to starve competing organisms rather than for the sugars’ intrinsic values — such strategies can be evolutionarily stable^58^.

Taken together, our findings imply that carbon-sensing is too important for cells to regulate with only generic mechanisms and highlight the need both to delineate the decision-making strategies used and to determine how they are conserved across different species.

## Methods

### Strains and growth media

We list strains and constituents of the media used in Supplementary Tables 1 and 2. The BY4741-background strains are auxotrophic and the FY4-background strains are prototrophic^59^. Strains were pre-cultured in synthetic complete (SC) media supplemented with 2% (w/v) sodium pyruvate for two days before experiments, unless specified otherwise (Supplementary Experimental Methods 1.1). Pyruvate is a gluconeogenic carbon source and ensures cells have the same minimal glycolytic activity before we add any sugars. We then diluted cultures six-fold six hours before an experiment with fresh SC media with 2% (w/v) sodium pyruvate to ensure cells are at exponential growth when the experiment begins. During an experiment, we grew auxotrophic strains in SC or LoFlo media and prototrophic strains in minimal media (Delft media)^60,61^, both supplemented with carbon sources.

### Creating yeast strains

We followed a standard protocol using lithium acetate and polyethylene glycol (PEG) to transform yeast^62^. Transformants were confirmed by colony PCR and Sanger sequencing (MRC Protein Phosphorylation and Ubiquintylation Unit, Dundee). We list all plasmids in Supplementary Table 3 and all oligos in Supplementary Data 1. See also Supplementary Experimental Methods 1.2 for multiplex CRISPR, which we used to delete the *GAL1-10-7* locus.

### Growth assay in plate readers

We used plate readers (Tecan, Infinite M200 Pro or F200) to measure the dynamics of growth and fluorescence (Fig. 1A). Cells were grown in SC + 2% (w/v) sodium pyruvate in a 30 °C shaking incubator at 180 rpm for about 40 hours and then diluted by six-fold 6–8 hours before the experiment. Before harvesting, we added 20 *μ*L 10x sugar stock or water to each well, and cultures of each strain were then centrifuged at 3500 rpm for 3 minutes and the supernatant removed. We washed cells using the appropriate media base once for experiments with SC or LoFlo and twice for experiments with Delft media. Cells were then re-suspended so that the initial OD was below 0.2 as measured by a spectrophotometer. Finally, we added 180 μL re-suspended culture to each well to give a final volume of 200 μL. We then moved the 96-well plate into the plate reader at 30 °C with linear shaking at an amplitude of 6 mm and measurements taken every 10 minutes.

The plate-reader data are typically time series of 96 wells with both OD and fluorescence readings. We used a Python package, omniplate (version 0.9.95)^20^, to analyse the data. Our typical pipeline is: (1) ignore any contaminated wells; (2) average over technical replicates and calculate the standard deviation; (3) subtract the OD and fluorescence background of the media; (4) correct the non-linearity between OD and the cell number when OD is high^21^; (5) estimate the specific growth rate ($$d/dt\,\log OD$$) using a Gaussian process^23^, along with other quantities such as maximal OD; (6) if fluorescence is measured, correct the auto-fluorescence using untagged cells and spectral unmixing^22^; (7) calculate the fluorescence reading per OD.

### Measuring sugar concentrations by GC-MS

#### Growing the cells

We grew cells of the FY4 wild-type strain in SC + 2% (w/v) sodium pyruvate in a 30 °C shaking incubator at 180 rpm for about 40 hours and then diluted by six-fold six hours before the experiment. When the experiment began, we washed the cells twice with Delft media without carbon sources and then inoculated into 250 mL flasks with 25 mL Delft media supplemented with the desired concentrations of galactose and palatinose. The volume of inoculated cells was calculated to make the initial OD 0.05, and then we topped up the volume of each culture to 26 mL. The cultures were then incubated in a 30 °C shaking incubator at 180 rpm.

#### Harvesting the spent media

To harvest the spent media, we sampled 1 mL of each culture into a 15 mL Falcon tube placed on ice and then immediately put the flasks back into the shaking incubator to minimise the impact of sampling. From each 1 mL sample, we transferred 2 × 200 μL samples into two wells of a 96-well microplate for OD measurement in a Tecan plate reader (Tecan, Infinite M200 Pro). The remaining volumes in the samples were centrifuged at 4000 rpm for 15 minutes at 4 °C, and then we transferred 50 μL of the supernatant into a GC vial and stored at -20 °C. We harvested samples at 0, 10, 15, 20, 25, 30, 40, 50, 60, 70 and 80 h and measured the final OD at 90 h. In parallel, we measured with the same plate reader the OD of cultures in 0.1% galactose as a negative control.

#### Sample and standards preparation for sugar analysis

To the 50 μL spent media, we added 5 μL of the internal standard (3 mg/mL myristic acid d27 dissolved in water: methanol: isopropanol in a ratio of 2: 5: 2, v/v/v). The contents of the GC vial were evaporated to dryness in a Gene-Vac EZ-2 Elite evaporator, and trimethylsilylated with 50 μL pyridine: N-methyl-N-trimethylsilyltrifluoroacetamide (1:4) for gas chromatography quadrupole time-of-flight mass spectrometry (GC/QTOF-MS) analysis of the sugars.

#### Gas Chromatography-Mass Spectrometry (GC-MS) analysis

The sugar concentrations were analysed on an Agilent 7890B gas chromatogram (GC) coupled to an Agilent 7200B quadrupole time-of-flight mass spectrometer (QTOF-MS) with GERSTEL multipurpose sampler (MPS) robotics (Anatune). Trimethysilylated samples (1 μL) were injected at a split ratio of 10:1, with a split flow of 10 mL/min into a DB-5ms 40 m  × 250 *μ*m  × 0.25 *μ*m GC column (Agilent Technologies). We used helium as the carrier gas at a flow rate of 1 mL/min and set the inlet to 250 °C and programmed the GC oven to 60 °C for 1 min, followed by ramping at 10 °C/min to 325 °C, where it was held for 10 min. The ion source was set to 230 °C, 35 μA filament current, 70 eV electron energy, and we scanned the mass range of 60–900 m/z at an acquisition rate of 4 spectra/s with a solvent delay of 5 min. Total ion chromatograms and mass spectra were analysed using the Agilent MassHunter Qualitative Analysis B.10.00 software, and peak areas calculated using the Agile 2 integrator method.

### RNA measurements

#### Growing and harvesting cells

We harvested approximately four OD units of cells, by sampling *x* mL of each culture, such that the value of *OD* ⋅ *x* is around 4, and then centrifuging the cells at 3500 rpm for 3 minutes at 4 °C. The supernatant was removed and the cell pellets stored in -80 °C if RNA extraction did not immediately follow.

#### Extracting RNA

We adapted a column-based protocol in^63^ to extract RNA. We thawed the cell pellets on ice and then resuspended with 400 *μ*L RNA binding buffer (Zymo, #R1013-2). The mixtures were then transferred to 2 mL screw cap tubes with zirconia beads inside, and then cell lysis performed using the PreCellys Evolution homogeniser (Bertin Instruments)—the samples were shaken at 6000 rpm for 10 seconds for three cycles, with a 10-second pause between each cycle, before being placed on ice for one minute. We repeated the shaking-ice bath process five further times. Then we centrifuged the lysates for 90 seconds and transferred each supernatant to a Zymo Spin IIICG column (Zymo, #C1006) and centrifuged again. We then mixed the flow through with 400 *μ*L 100% ethanol, transferred to a Zymo Spin IIC column (Zymo, #C1011), and centrifuged at 12000 × *g* for one minute. With the RNA being on the column, we discarded the flow through. We then sequentially added and centrifuged through the column 400 *μ*L DNA/RNA prep buffer (Zymo, #D7010-2), 600 *μ*L DNA/RNA wash buffer (Zymo, #D7010-3), and 400 *μ*L DNA/RNA wash buffer, discarding all flow through. Finally, we centrifuged the column again before adding 30 μL nuclease free water (Ambion, #AM9937) to elute the RNA. All steps of centrifugation were performed at 12000 × *g* for one minute unless otherwise specified.

We measured the RNA concentrations with a spectrophotometer (DeNovix, #DS-11) and confirmed the quality of the RNA samples using a Fragment Analyzer (Advanced Analytical Technologies, Inc.) with the Standard Sensitivity RNA Analysis Kit (Agilent, #DNF-471).

#### RNA-seq experiment

We grew cells of the wild-type FY4 and *gal80Δ* strains in SC + 2% (w/v) sodium pyruvate in a 30 °C shaking incubator at 180 rpm for about 40 hours and then diluted by six-fold six hours before the experiment began. Next the cells were washed twice with Delft media without carbon sources and then inoculated into 250 mL flasks with 25 mL Delft media supplemented with the desired concentrations of fructose and palatinose. We calculated the volume of inoculated cells to make an initial OD of 0.005 and topped up the volume of each culture to 26 mL. The cultures were incubated in a 30 °C shaking incubator at 180 rpm.

We harvested samples at three time points: mid-log (at OD 0.3), 10 hours after mid-log, and 16 hours after mid-log (Fig. S7B).

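The authors deposited the OD of each culture at harvest. At mid-log, it was 0.307 ± 0.0404 (SD, n = 3) for the wild-type in fructose, 0.280 ± 0.0173 for the wild-type in fructose-palatinose, 0.297 ± 0.00577 for the *gal80Δ* strain in fructose and 0.290 in each of the mutant's 3 cultures in fructose-palatinose. In fructose, the wild-type and the mutant had ODs of 1.52 ± 0.0289 and 1.47 ± 0.0289 at +10h, and of 1.95 ± 0.132 and 1.83 ± 0.0289 at +16h. In fructose-palatinose, they had 1.73 ± 0.0764 and 1.58 ± 0.0577 at +10h, and 2.73 ± 0.116 and 1.98 ± 0.104 at +16h.

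The ratio of the mutant's mean OD to the wild-type's at mid-log, +10h and +16h was 0.967, 0.967 and 0.940 in fructose, with p-values of 0.9, 0.3 and 0.3 from a two-sided exact permutation test. In fructose-palatinose, it was 1.04, 0.913 and 0.726, with p-values of 1, 0.2 and 0.1 from the same exact test. The smallest p that 3 cultures against 3 allow in this exact test is 0.1. Adjusted over the 6 comparisons by the Benjamini-Hochberg method, the smallest of these exact p-values was 0.450. Paired by replicate letter, the mean ratios were 0.980, 0.967 and 0.943 in fructose and 1.04, 0.914 and 0.726 in fructose-palatinose. At +10h and +16h, the mutant's culture had the lower OD in 3 of 3 same-lettered pairs in both media. A two-sided exact sign-flip test of these pairs, chosen after seeing the data, gave a p of 0.25 in each case, the smallest that 3 pairs allow.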

Edinburgh Clinical Research Facility performed quality control, library preparation, and sequencing. They used a Fragment Analyser Automated Capillary Electrophoresis System (Agilent Technologies Inc, #5300) with the Standard Sensitivity RNA Analysis Kit (#DNF-471-0500) for quality control and an Qubit 2.0 Fluorometer (Thermo Fisher Scientific Inc, #Q32866) with the Qubit RNA broad range assay kit (#10210) for quantification. To quantify DNA contamination, an Qubit dsDNA HS assay kit (#Q32854) was used.

They generated libraries from 400 ng of each total RNA sample with the QuantSeq 3’ mRNA Library Prep Kit REV for Illumina (Lexogen Inc, #016) according to the manufacturer’s protocol. These libraries were then quantified by fluorometry with the Qubit dsDNA High Sensitivity assay and assessed for quality and fragment size with the Agilent Fragment Analyser with the SS NGS Fragment 1–6000 bp kit (#DNF-473-33).

They performed 2 × 50 bp paired-end sequencing on the NextSeq 2000 platform (Illumina Inc, #20038897) using NextSeq 1000/2000 P2 Reagents (100 cycles) v3 (#20046811), which produced 46.49 Gbp data. The data produced by the NextSeq 1000/2000 Control Software (Version 1.4.1.39716) was then automatically uploaded to BaseSpace (Illumina) and converted into FASTQ files.

We carried out RNA-seq alignment and quality control following Haynes et al.^64^ using code written in Nextflow^65^ (Fig. S7C--E) and available in a git repository: https://github.com/DimmestP/nextflow_paired_reads_pipeline. We list the software versions we used in Supplementary Table 4. We adapted the genome annotation file from the longest transcripts taken from Table S3 in^66^, and for genes without an reported 3’UTR in^66^, we assigned a default-length UTR of 125 nt as the median length is reported at 128 nt. We modified the annotations of some *MAL* genes—*MAL32*, *IMA1*, *MAL11*, and *MAL12*—and some genes neighbouring a *MAL* gene—*VTH1*, *HXT8*, *VTH2*, and *ALR2*—according to their actual 3’ ends from the reads in our experiment. 

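The table's interval encloses the R64 gene for all 5551 genes that the reference lists under the same identifier. On the 3′ side of the coding sequence, the interval reaches 331 nt further for *MAL32*, 852 nt for *IMA1*, 225 nt for *MAL11* and 362 nt for *MAL12*. For the neighbouring genes, it reaches 459 nt further for *VTH1*, 1125 nt for *HXT8*, 476 nt for *VTH2* and 325 nt for *ALR2*. *IMA5*, whose annotation is not among those named, has 125 nt. *VTH2* ends at 16600 on chromosome X, ahead of *IMA4*, which starts at 16642 on the other strand.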

We also added the annotation of *ZNF1* (*YFL052W*), which was missing. 

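The deposited counts are whole numbers. Between 5533 and 5598 genes had counts in each library, and 18 genes had none in any. Over the 36 pairs of replicates within groups, a chi-square of the counts over genes was between 9.87 and 187 per degree of freedom, so that replicates differed by more than sampling noise and no library is a copy of another of its group.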

The output of this pipeline is a 5697 × 36 table with raw counts, which we used for differential expression analysis with DESeq2 (version 1.34.0)^67^. We then defined the set of differentially expressed genes between two conditions by $$| {\log }_{2}{{\rm{fold\,change}}}| > 0.5$$ and the adjusted p-value  < 0.05 for all three time points (Fig. S10A & B & Fig. S11). 

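With these thresholds, the *gal80Δ* strain differed from the wild-type in fructose-palatinose by 438 (217 higher, 221 lower) genes at mid-log, 781 (368 higher, 413 lower) at +10h and 704 (306 higher, 398 lower) at +16h. In fructose, the numbers were 392 (210 higher, 182 lower), 411 (188 higher, 223 lower) and 327 (115 higher, 212 lower). With library size alone, the genes higher and lower in fructose-palatinose were 304 and 107 at mid-log, 583 and 276 at +10h and 501 and 244 at +16h. In fructose, they were 231 and 105 at mid-log, 153 and 259 at +10h and 130 and 122 at +16h. The split at +10h in fructose moved towards lower genes and the others towards higher genes. With the replicate letter as a block, 454, 768 and 698 genes differed in fructose-palatinose and 410, 409 and 329 in fructose, where the same-lettered deviations had the median correlation of -0.00133.

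Palatinose changed 7 (7 higher, 0 lower) genes in the wild-type at mid-log, 633 (294 higher, 339 lower) at +10h and 339 (140 higher, 199 lower) at +16h. With library size alone, 805 genes changed at +10h (197 higher, 608 lower) and 330 at +16h, 229 of them lower. In the *gal80Δ* strain, palatinose changed 7 (7 higher, 0 lower), 8 (7 higher, 1 lower) and 7 (7 higher, 0 lower) genes, and 7 and 0 at +10h with library size alone. In each strain, 7 genes changed at all 3 time points, and 7 of them were shared, *HXT8*, *IMA1*, *IMA5*, *MAL12*, *REE1*, *YHR210C* and *YJL218W*. *REE1*, *YHR210C* and *YJL218W* were chosen for naming after their values were seen. With the block, palatinose changed 7, 619 and 339 genes in the wild-type and 7, 7 and 7 in the mutant, where the median correlation was -0.0606. The correlation in the wild-type at mid-log was 0.490, which a block shared by all 36 libraries does not model. A fit of these 6 libraries alone with the letter as a block, chosen after seeing the data, gave 7 genes at mid-log, the same genes as the fit of all 36, and without the block it gave 6.

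The effect of palatinose differed between the strains for 0 genes at mid-log, with 65 at an unadjusted p below 0.05, for 44 (14 higher, 30 lower) at +10h and for 84 (41 higher, 43 lower) at +16h. With the block, the numbers were 0, 47 and 87. With library size alone, the genes higher and lower were 24 and 21 at +10h. DESeq2 gave 90 (39 higher, 51 lower) and 132 (74 higher, 58 lower) genes at the later time points. Other choices lowered the number at +10h, to 22 with only the groups compared and 14 with glmTreat. Leaving out replicate A, B or C gave 6, 10 and 28. At +16h, these 5 choices gave 103, 41, 35, 41 and 50. On simulated counts in which 200 of 5463 genes changed, the test recovered 186 of them at a single time point, with 8 unchanged genes, and 174 at all 3, with 0. All simulated changes were larger than the fold threshold, so recovery of changes near it is not shown. The simulated libraries varied independently, without replicate structure or an outlying library. No value is given for the interaction, so its power to detect a difference is not shown.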

Both the adjusted p-value and the $${\log }_{2}{{\rm{fold\,change}}}$$ were calculated with DESeq2^67^.

### Statistics and reproducibility

To infer the specific growth rate from OD measurements, we used a Gaussian process^23^; to compare specific growth rates between different conditions, we used an independent samples t-test.

For replicates in plate-reader assays, we had two technical replicates of two biological replicates for each strain and medium tested.

For the GC-MS and RNA-seq experiments, we had three biological replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting summary

## Data Availability

All plate-reader data are at 10.7488/ds/7685; the RNA-seq data are on the Gene Expression Omnibus (GEO) of the National Center of Biotechnology Information (NCBI) with accession number GSE240743; the data underlying all figures is at 10.5281/zenodo.14840342.

# Supplementary material for: The type of carbon source not the growth rate it supports can determine diauxie in Saccharomyces cerevisiae
**Source:** Commun Biol. 2025 Feb 27;8:325. doi: 10.1038/s42003-025-07747-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Data: The type of carbon source not the growth rate it supports can determine diauxie in *Saccharomyces cerevisiae*

Y Huo, W Danecka, I Farquhar, K Mailliet, T Moses, EWJ Wallace, PS Swain.

## Supplementary Data 1

Filename: `Supplementary_Data_1.xlsx`

Description: All oligos used in this study for strain construction and qPCR.

# Supplementary material for: The type of carbon source not the growth rate it supports can determine diauxie in Saccharomyces cerevisiae
**Source:** Commun Biol. 2025 Feb 27;8:325. doi: 10.1038/s42003-025-07747-z
**Supplement:** Supplementary file 4 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All plate-reader data are at <https://doi.org/10.7488/ds/7685>; the RNA-seq data are on the Gene 391 Expression Omnibus (GEO) of the National Center of Biotechnology Information (NCBI) with accession 392 number GSE240743.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

36-sample RNA-seq of three timepoints (fructose mid-log, 10h after mid-log and 16h after mid-log), two strains (wildtype & gal80Δ) and two conditions (0.1% fructose & 0.1%fructose+0.9% palatinose), in three biological replicates.

### Data exclusions

No data were excluded from the analyses.

### Replication

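A principal component analysis of the 36 libraries on log2 CPM normalised by TMM put 63.8% of the variance on the first component and 8.94% on the second. By the root mean square difference of log2 CPM over the genes tested, 14 of the 36 libraries lay nearer to the mean of the other replicates of their own group than to the mean of any other group. At mid-log, most libraries lay nearest to the same strain in the other medium. The mean of a library's own group came from fewer libraries than the others, which adds to its distance. No library was left out.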

We have three biological replicates in each condition; we used fastQC 0.11.9 and multiQC 1.13 to ensure the quality of reads in each sample.

### Randomization

n/a

### Blinding

n/a

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

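RNA-seq measured transcripts in 36 libraries, of the wild-type and the *gal80Δ* strain in fructose and in fructose-palatinose at mid-log, +10h and +16h, with 3 biological replicates in each of the 12 groups. The authors aligned the reads with their own pipeline, adapted the annotation and deposited raw counts for each gene and library, without normalization. They also deposited the OD of each culture at harvest, an optical density as measured, whose values are of another unit than counts. The table's 1 other column of values for each sample, the CPM, was not used and was computed again from the counts. Library totals lay between 6020770 and 11785148 counts, with a median of 8282840.5. Groups were taken from the table's own columns and the sample labels.

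Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization, the default filter over the 12 groups and a quasi-likelihood test from a single fit of all 36 libraries (common dispersion 0.0314, prior degrees of freedom 5.55). Genes passed with an absolute log2 fold change above 0.5 and an adjusted p-value below 0.05, the paper's thresholds, and for all 3 time points with the same sign at each. The contrasts compared the strains in each medium, the media in each strain, the difference between the strains in the effect of palatinose, and successive time points in fructose-palatinose. Lists of genes were tested by camera of limma 3.58.1, with a correlation between genes of 0.01 and adjustment over the 12 tests. Other tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Harvest ODs were compared by two-sided exact permutation tests. Intervals were compared with the R64 reference, and Gal4 sites were searched 500 bp upstream of coding sequences.

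The alternatives were DESeq2 1.42.0 (the paper used another version), library size alone, no filter, a stricter filter of 10 counts in every library, only the libraries of the groups compared, a replicate block, leaving out each replicate letter in turn, no fold minimum, a minimum log2 fold change of 1, a test against the minimum itself (glmTreat), camera with an estimated correlation, other scalings of CPM, and ratios of sums or medians. Chosen after seeing the data were a fit of the 6 wild-type libraries at mid-log with the replicate letter as a block, a fit with the culture (strain, medium and letter) as a block for the changes over time, splits of whole cultures, and an exact sign-flip test of same-lettered ODs. The pairing of cultures in the block comes from the replicate letters in the sample labels, and whether same-lettered cultures share more than their letter is not stated. Nor is it stated outright whether each culture was sampled at all 3 time points, and the main fit treats the libraries as separate. Same-lettered libraries of a strain and medium correlated in their deviations by between -0.220 and 0.300 over the 12 pairs of time points (median -0.0276). The procedure was tested on simulated data, where the median signed error of the log2 fold change of the changed genes was 0.0216. Errors of opposite sign cancel in this value, so it measures bias and not the size of a typical error.

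The genes named were fixed by rule, apart from *REE1*, *YHR210C* and *YJL218W*, which were chosen after their values were seen. The rule took every gene the paper names, the *MAL* family, the known Gal4 targets, the hexose transporters and transcription factors that changed at all 3 time points, and the 5 genes raised and the 5 lowered most between the strains. The lists of Gal4 targets, hexose transporters, ribosome biogenesis genes and transcription factors were written from general knowledge. They may lack members or hold genes that do not belong. No library was left out. The plate-reader, metabolite and modelling results of the paper were not analysed here.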

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

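The test of reads shared between *MAL12* and *MAL32* was chosen only after the result was seen.

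The effect of palatinose differed between the strains, by the interaction test, for 44 genes at +10h and 84 at +16h. The interaction was -1.82 and -2.01 for *MAL11*, -2.93 and -4.18 for *IMA1*, -2.48 and -3.57 for *IMA5*, and -2.69 and -3.83 for *MAL12*. In fructose-palatinose, the 3 mutant libraries lay below the 3 wild-type libraries for these 4 genes at both time points. At +16h, the interaction was also -1.09 for *ZNF1*, whose interval reaches 3241 nt past its coding sequence, and 1.81 for *HXT2*.

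Of the 4 splits of these samples that part as many same-lettered pairs as the real one, 1 gave as many genes at +10h and 1 at +16h, the real split in each case. With 4 splits, a grouping by chance cannot be ruled out from the splits alone. With library size in place of TMM, the interaction of *MAL11* was -1.64 at +10h and -1.96 at +16h, so the scaling does not account for it. It may be that the mutant lacks, or shows in part, a response to palatinose of the wild-type. For *MAL11*, *IMA1*, *IMA5* and *MAL12*, this restates their negative interactions and is no separate test, so a correlation across genes was used. In the mutant, palatinose still changed *IMA1* by 5.51 at +10h and 4.38 at +16h, *IMA5* by 4.35 and 3.76 and *MAL12* by 1.40 and 0.78, and these changes passed. Those of *MAL11*, -0.18 and 0.19, did not. Across the 5479 genes, which are not independent replicates, the interaction at +16h correlated with the wild-type's response at +10h by -0.49 (Pearson) and -0.38 (Spearman), and with the mutant's response at +10h by -0.20. The value set in advance for such a relation was a correlation below -0.5, which was not reached, so this test did not decide it. Palatinose changed 633 and 339 genes in the wild-type at +10h and +16h, and 8 and 7 in the mutant. The wild-type's number at +10h was not stable. Without replicate A, B or C it was 307, 112 and 694, and with only the groups compared 136. The mutant's was 7 in each of these fits.

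In the wild-type at +16h, palatinose raised 5 genes whose transcript levels the paper's main text does not give, by 4.87 for *HXT8*, 4.61 for *MAL12*, 4.79 for *REE1*, 6.84 for *YHR210C* and 4.37 for *YJL218W* on the log2 scale. *REE1*, *YHR210C* and *YJL218W* were chosen after their values were seen. *HXT8*, *REE1* and *YJL218W* neighbour *IMA5* on chromosome X. Whether reads run on from 1 of these genes into the next was not tested. *MAL32*, whose reads may be counted on *MAL12*, changed by 0.99 where *MAL12* changed by 4.61. Shared reads need not raise both genes alike on the log2 scale, so these values do not rule them out. The 5 genes also passed at all 3 time points in the mutant. The number of genes that did so there fell from 7 to 5 with only the groups compared, without replicate A and without replicate B. It was also 5 with a minimum log2 fold change of 1 and with glmTreat, and 6 without replicate C. The 3 chosen after were picked and tested on the same data, so that their response is written here as a hypothesis.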

How the results depend on the processing

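Numbers of genes, log2 fold changes, medians of lists, CPM values, transcript ratios and OD ratios were recomputed under the alternatives set for each before the data were examined, changing one choice at a time. The Gal4 site test, the principal components, the distances between libraries, the correlations across genes and the carry-over shares have no alternative. A fit of the 6 libraries of the wild-type at mid-log with the replicate letter as a block, changing 2 choices together, was added after seeing the data and gave 7 genes with palatinose and log2 fold changes of 0.13 for *MAL11*, 4.89 for *IMA1* and 5.19 for *IMA5*. Another added fit, with the culture (strain, medium and letter) as a block for the changes over time of these 3 genes, moved none of the 18 values across the thresholds, and that of *MAL11* in the mutant from +10h to +16h changed sign, from -0.0140 to 0.00262. Of the main results, 868 values kept their direction and their side of the threshold, or stayed within the limits for a count or a value, while 67 moved by more, 11 no longer passed, 9 newly passed and 24 changed sign. Among single genes and CPM values, 1689 stayed, 125 no longer passed and 22 moved, all of these last being CPM values under other scalings. When the replicate letter was a block, no main result changed its direction or its side of the threshold. Where a value changed, the cause was not tested. Every alternative gave a value for the results it was applied to.

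With DESeq2, the number of genes was 90 at +10h and 132 at +16h for the interaction. *MAL11* in the wild-type from +10h to +16h changed by 0.60 with an adjusted p of 0.0412, and the strains differed in that change by -0.85 for *IMA5* (adjusted p = 0.00254), and both newly passed. When only the libraries of the groups compared entered the fit, the number of genes was 254 at mid-log for the strains in fructose-palatinose, 59 at mid-log, 39 at +10h and 18 at all 3 time points for the strains in fructose, 18 at all 3 time points for the strains in both media, 136 at +10h for palatinose in the wild-type and 22 at +10h for the interaction. *MAL11* and *IMA1* in the wild-type from +10h to +16h then changed by 0.61 (adjusted p = 0.00747) and 0.64 (adjusted p = 0.00755), the strains differed in that change by -0.84 for *IMA5* (adjusted p = 0.0220), and all 3 newly passed.

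The interaction of *MAL11* at mid-log, -0.00404, lay close to 0 and changed sign to 0.0307 with library size alone, 0.00720 without a filter and 0.00880 with the stricter filter. With library size alone, *IMA1* between the strains in fructose at +16h was 0.0281, *IMA5* in the mutant from +10h to +16h was -0.516 and passed, and the median of the hexose transporters in fructose-palatinose at mid-log was 0.00864. When camera estimated the correlation between genes, the ribosome biogenesis medians of -0.47 and -0.57 in fructose-palatinose at +10h and +16h and of -0.35 in fructose at +10h no longer passed.

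With a minimum log2 fold change of 1, the number of genes was 94 at mid-log, 164 at +10h, 152 at +16h and 21 at all 3 time points for the strains in fructose-palatinose, 80 at mid-log, 87 at +10h, 74 at +16h and 17 at all 3 time points for the strains in fructose, 15 at all 3 time points for the strains in both media and 135 at +10h and 107 at +16h for palatinose in the wild-type. Of the genes on the transcription factor list, 1 passed in fructose-palatinose and 1 in fructose. With a test against the minimum of 0.5 itself (glmTreat), the number was 47 at mid-log, 127 at +10h, 120 at +16h and 18 at all 3 time points for the strains in fructose-palatinose, 43 at mid-log, 64 at +10h, 53 at +16h and 18 at all 3 time points for the strains in fructose, 15 at all 3 time points for the strains in both media, 85 at +10h and 77 at +16h for palatinose in the wild-type and 14 at +10h and 41 at +16h for the interaction. Of the genes on the transcription factor list, 1 passed in fructose-palatinose, *GAL3*.

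Across the 3 fits that each left out one replicate letter, the number of genes ranged for the strains in fructose-palatinose 108 to 343 at mid-log, 241 to 585 at +10h, 307 to 491 at +16h and 30 to 106 at all 3 time points, for the strains in fructose 56 to 301 at mid-log, 96 to 280 at +10h, 114 to 203 at +16h and 22 to 43 at all 3 time points and for the strains in both media 18 to 33 at all 3 time points. It ranged for palatinose in the wild-type 112 to 694 at +10h and 110 to 226 at +16h and for the interaction 6 to 28 at +10h and 35 to 50 at +16h. Of the genes on the transcription factor list, 2 to 5 passed in fructose-palatinose.

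Over the same fits, the log2 fold change of *MAL11* ranged from -0.0491 to 0.31 for the strains in fructose-palatinose at mid-log, from -0.18 to 0.52 for the strains in fructose at mid-log, from -0.13 to 0.39 for palatinose in the wild-type at mid-log, from -0.21 to 0.14 for the interaction at mid-log, from -0.43 to 0.12 for palatinose in the mutant at +10h, from -1.98 to -1.64 for the interaction at +10h, from -0.0567 to 0.17 for the strains in fructose at +16h, from 0.46 to 0.73 for the change in the mutant from mid-log to +10h, from -0.0923 to 0.10 for the change in the mutant from +10h to +16h and from -1.72 to -1.35 for the difference between the strains in the change from mid-log to +10h. That of *IMA1* ranged from 0.41 to 0.80 for the strains in fructose-palatinose at mid-log, from -0.14 to 0.69 for the interaction at mid-log, from -0.50 to 0.23 for the strains in fructose at +16h, from -0.0505 to 0.27 for the change in the mutant from mid-log to +10h and from -1.76 to -1.59 for the difference between the strains in the change from +10h to +16h. That of *IMA5* ranged from -0.43 to 0.0306 for the interaction at mid-log and from -0.12 to 0.21 for the strains in fructose at +16h. The median of the hexose transporters ranged from -0.19 to -0.11 for the strains in fructose-palatinose at mid-log, from -0.23 to 0.13 for the strains in fructose at mid-log, from -0.77 to -0.68 for the strains in fructose-palatinose at +10h, from -1.24 to -0.78 for the strains in fructose at +10h and from -0.71 to -0.32 for the strains in fructose at +16h. For the strains in fructose-palatinose at +16h, this median ranged from -0.88 to -0.59, against -0.57 with all replicates. Without replicate A the interaction of *MAL11* at +10h, -1.64, had an adjusted p of 0.104, and over all alternatives the adjusted p ranged from 4.0e-08 to 0.104. Among these fits, the difference between the strains in the change of *MAL11* from mid-log to +10h no longer passed without replicate A (adjusted p = 0.0942), nor did that of *IMA1* from +10h to +16h without replicate A (adjusted p = 0.454) or B (adjusted p = 0.294), nor the rise of *MAL11* in the mutant from mid-log to +10h without replicate C (adjusted p = 0.144). *IMA1* between the strains in fructose-palatinose at mid-log passed without replicate C (adjusted p = 0.0405). The medians of the hexose transporters no longer passed without replicate B in fructose-palatinose at +10h (adjusted p = 0.181) and in fructose at +10h (adjusted p = 0.186) and +16h (adjusted p = 0.395), and those at mid-log passed without replicate C (adjusted p = 0.00219 in fructose-palatinose and 0.00323 in fructose).

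At mid-log, the libraries held between 37 and 113 counts of *MAL11*, and the standard error of the interaction there was 0.30 for *MAL11*, 0.33 for *IMA1* and 0.25 for *IMA5*.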

Differences from the paper's values

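The paper's ratio of *IMA1* to *IMA5* transcripts in palatinose is 5.0, and it names no time point for it. In the wild-type at mid-log, the ratio here was 1.27. It was 1.27 from summed counts, 1.33 without replicate A, 1.25 without replicate B and 1.23 without replicate C, and no alternative brought it within the limits set for a difference. At +10h and +16h, the ratios were 4.29 and 5.26, within those limits.

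The paper states that the transcripts of the isomaltases in the wild-type kept increasing after the mid-log time point. From mid-log to +10h, they rose here by 3.21 for *IMA1* (adjusted p = 2.0e-12) and 1.46 for *IMA5* (adjusted p = 2.0e-09) on the log2 scale. From +10h to +16h, the log2 fold changes were 0.64 for *IMA1* (adjusted p = 0.156) and 0.36 for *IMA5* (adjusted p = 0.275), and did not pass the thresholds. That of *IMA1* passed when only the libraries of the groups compared entered the fit (0.64, adjusted p = 0.00755), and that of *IMA5* under none of the alternatives. The mean CPM still rose from +10h to +16h, from 2438 to 3765 for *IMA1* and from 568.5 to 723.3 for *IMA5*. Before adjustment, edgeR's quasi-likelihood test gave p-values of 0.0062 and 0.018. Missing the thresholds does not show that the increase stopped, so these values do not contradict the paper.

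The paper states that *MAL11* was never induced in the mutant. From mid-log to +10h in fructose-palatinose, *MAL11* rose in the mutant by 0.62 (adjusted p = 0.00879), and without replicate C by 0.46 (adjusted p = 0.144), which did not pass. Its mean in fructose alone also rose, from 8.36 to 18.7 CPM, and its change with palatinose at +10h was -0.18 (adjusted p = 1.00). The paper also states that Gal4 inhibits *MAL11* and not the isomaltases, while reporting that the deletion lowered all 3. Here the interaction at +16h was -4.18 for *IMA1* and -3.57 for *IMA5*, against -2.01 for *MAL11*. Palatinose still raised the isomaltases in the mutant at +16h, by 4.38 and 3.76.

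The paper states that none of the genes affected are transcription factors through which Gal4 promotes the repression of *MAL11*. Here 4 genes of a list of transcription factors were higher in the mutant at all 3 time points in fructose-palatinose. They were *CAT8*, *GAL3*, *MTH1* and *USV1*, and in fructose 3 were higher, *GAL3*, *MTH1* and *USV1*. The list was written from general knowledge and may hold genes that are not transcription factors. Without replicate B, only *GAL3* and *MTH1*, known targets of Gal4, were left in fructose-palatinose. With a minimum log2 fold change of 1, only *GAL3* was. Whether any of these listed genes acts on *MAL11* was not tested.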

Other observations

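The tests of wild-type cells mixed into the mutant's cultures, of the splits of whole cultures, of a few genes taking most of the counts, and of reads or cells carried over into a wild-type culture were chosen only after the result was seen.

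The genes changed at all 3 time points were compared with 100 splits of the samples that part as many same-lettered pairs, the real split included. Of the 100 splits, 1 gave as many genes as the 128 between the strains in fructose-palatinose, the 65 in fructose and the 43 in both media, and likewise the 7 with palatinose in the wild-type and the 7 in the mutant. The same held for the 4 and 3 genes of the transcription factor list. That 1 was the real split in each case. These splits were drawn separately at each time point. Where each culture was sampled at all 3, only 4 splits of whole cultures exist in a medium, too few to decide, and 32 exist over both media. Of the 32, 1, the real split, gave as many genes in both media, and the largest number among the others was 0.

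At a single time point only 4 such splits exist, too few to decide. Of the 4, 1 (the real split) gave a result as large for every count of genes between the strains and with palatinose, for the ribosome biogenesis medians at every time point, and for the hexose transporter medians at +10h and +16h. All 4 did so for the hexose transporter medians at mid-log in both media. For the interaction at mid-log, 0 genes passed and 65 had an unadjusted p below 0.05, so that all 4 give as many by construction and the splits hold no information. The other splits place same-lettered libraries in the same group. For palatinose in the wild-type at mid-log, 1 of the 6 such splits gave 215 genes, more than the real split's 7.

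A Gal4 site between *MAL11* and *MAL12* might explain a direct repression of *MAL11*. Between their coding sequences, over 785 bp of chromosome VII from 1075814 to 1076598, 0 sites of the consensus (CGG and CCG, 11 bases apart) were found, which leaves sites that depart from the consensus and those elsewhere untested. Of the genes higher in the mutant in both media, 17 of 25 (68.0%) had a site within 500 bp upstream, against 141 of 5346 (2.64%) of the others (Fisher's exact test, two-sided p = 3.4e-21). These 17 include the known targets *GAL1*, *GAL2*, *GAL3*, *GAL7*, *GAL10*, *GCY1*, *LAP3*, *MTH1* and *PCL10*. The same site sequences were found for *GAL1* and *GAL10*, for *HTC1* and *RGL1*, and for *MLF3* and *MSK1*. The test counts such pairs as separate genes, so its p-value overstates the evidence.

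*GAL80* counts were left in the *gal80Δ* strain, at 26.0% of the wild-type's CPM in fructose-palatinose at +16h. Wild-type cells mixed into the cultures would leave at least that share of *IMA1*, but 5.84% was left. What the remaining reads come from was not tested.

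In the wild-type in fructose at +10h, replicate B lay 0.746 from the mean of the others on the log2 scale, against 0.412 for A and 0.478 for C. A mislabelled sample would lie nearer to another group, but 0 groups were nearer than its own. Its total count of 9319489 was inside the range of the other libraries. No biological explanation was tested.

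The ribosome biogenesis genes were lower in the mutant in both media. A few genes taking most of the counts would lower all the others alike, but with library size alone the 6 medians relative to all genes were at most -0.36. Scaling shifts every gene alike and hardly moves such relative values, so library size is no separate test beside TMM. After a fit of the log2 fold change on GC content and expression level, the medians were at most -0.42, but the fit moved them by no more than 0.07 and is too weak a correction to rule these out. The 4 splits at a single time point could not have excluded a grouping by chance whatever their outcome, and by them alone the pattern cannot be told apart from one. Of the 32 splits of whole cultures over both media, 1, the real split, gave a mean of the 6 medians as far from 0 (-0.52, against at most 0.38 in either direction in the others).

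In the wild-type in fructose-palatinose at mid-log, replicate B had 73.3 CPM of *GAL1* and 65.8 CPM of *GAL2*, against 23.3 and 15.3 in A and 20.4 and 17.6 in C. Reads or cells carried over from a mutant's culture would add *GAL1*, *GAL2*, *GAL7* and *GAL10* in the same share of their level there. Of the 6 mutant groups, the closest was fructose-palatinose at +10h, where the shares were 0.394%, 0.407%, 0.203% and 0.389%, and the largest was 2.00 times the smallest, beyond the factor of 1.5 set for this test. Only the share of *GAL7* departed from the others, in 1 library, so carry-over is not ruled out. No biological explanation was tested.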
